# Transcriptome profiling of maize transcription factor mutants to probe gene regulatory network predictions

**DOI:** 10.1093/g3journal/jkae274

**Published:** 2024-11-20

**Authors:** Erika L Ellison, Peng Zhou, Yi-Hsuan Chu, Peter Hermanson, Lina Gomez-Cano, Zachary A Myers, Ankita Abnave, John Gray, Candice N Hirsch, Erich Grotewold, Nathan M Springer

**Keywords:** gene regulatory networks, maize, transcription factors

## Abstract

Transcription factors play important roles in regulation of gene expression and phenotype. A variety of approaches have been utilized to develop gene regulatory networks to predict the regulatory targets for each transcription factor, such as yeast-1-hybrid screens and gene co-expression network analysis. Here we identified potential transcription factor targets and used a reverse genetics approach to test the predictions of several gene regulatory networks in maize. Loss-of-function mutant alleles were isolated for 22 maize transcription factors. These mutants did not exhibit obvious morphological phenotypes. However, transcriptomic profiling identified differentially expressed genes in each of the mutant genotypes, and targeted metabolic profiling indicated variable phenolic accumulation in some mutants. An analysis of expression levels for predicted target genes based on yeast-1-hybrid screens identified a small subset of predicted targets that exhibit altered expression levels. The analysis of predicted targets from gene co-expression network-based methods found significant enrichments for prediction sets of some transcription factors, but most predicted targets did not exhibit altered expression. This could result from false-positive gene co-expression network predictions, a transcription factor with a secondary regulatory role resulting in minor effects on gene regulation, or redundant gene regulation by other transcription factors. Collectively, these findings suggest that loss-of-function for single uncharacterized transcription factors might have limited phenotypic impacts but can reveal subsets of gene regulatory network predicted targets with altered expression.

## Introduction

Transcription factors (TFs) transcriptionally regulate gene expression by recognizing and binding to DNA in a sequence-specific fashion. In eukaryotic genomes, ∼5–10% of the genes encode TFs that regulate transcription of all genes (Riechmann 2002; Sperling 2007; Brkljacic and Grotewold 2017; Lambert *et al*. 2018). Gene regulatory networks (GRNs) represent the interactions between TFs and target genes that regulate spatial and temporal expression of genes (Macneil and Walhout 2011; Mejia-Guerra *et al*. 2012; Badia-I-Mompel *et al*. 2023). The data to match the discrete number of TFs to the larger number of target genes they regulate in GRNs remains limited. However, it is important to identify and understand how GRNs regulate endogenous metabolic pathways as this may provide key insights for modulating whole pathways or branch points of pathways (Farré *et al*. 2014). Likewise, GRN inference can be used to select for existing variants or introduce novel TF alleles as a potential strategy to generate novel phenotypes for crop improvement (Springer *et al*. 2019).

Several methods have been used to predict TF–target gene interactions to generate GRNs in maize. These methods can include gene-centered approaches; a gene is known but regulators of the gene are not, or TF-centered approaches; the TF is known but the target genes it regulates are not (Yang *et al*. 2016). Gene-centered approach methods can identify interactions where TFs directly bind to promoters or *cis*-regulatory elements (CREs) of a particular gene. Yeast-1-hybrid (Y1H) is a gene-centered approach that involves screening for interactions between the DNA sequence of interest (DNA bait) and a TF (protein prey) by activation of a reporter gene in yeast (Arda and Walhout 2010; Yang *et al*. 2016). Studies in *Arabidopsis* (Brady *et al*. 2011; Taylor-Teeples *et al*. 2015; Ikeuchi *et al*. 2018) and maize (Yang *et al*. 2017; Abnave *et al*. 2024) have successfully used Y1H to predict TF–target gene interactions. However, there are numerous limitations of the Y1H approach, including interactions are tested in yeast outside of genome tissue-specific or chromatin landscapes, cloned promoter sequences (DNA bait) are usually short (∼1 kb) and may not capture the TF binding site, and interactions that require multiple TFs or post-translational modifications will be missed (Arda and Walhout 2010; Walhout 2011). TF-centered approaches, such as chromatin-immunoprecipitation coupled with DNA sequencing (ChIP-seq), can identify potential TF targets genome-wide. ChIP-seq is a technique that uses a TF-specific antibody to selectively recover bound DNA from cross-linked DNA-protein complexes (Kuo and Allis 1999; Johnson *et al*. 2007). In maize, direct targets for several TFs have been identified by ChIP-seq (Bolduc *et al*. 2012; Morohashi *et al*. 2012; Eveland *et al*. 2014; Li *et al*. 2015; Pautler *et al*. 2015; Dong *et al*. 2019; Tu *et al*. 2020; Hartwig *et al*. 2023). Unlike Y1H, ChIP-seq captures in vivo TF–target interactions within accessible chromatin regions and identifies target sequences that are both directly and indirectly bound (if the TF of interest forms a complex with another TF that binds the target directly). ChIP-seq is limited by the availability of antibodies and loss-of-function alleles to test antibody specificity. Another approach to GRN inference is to build gene co-expression networks (GCNs) by statistically measuring the relationship between TF and target gene expression profiles. If the expression pattern of the TF and target gene is similar, these genes are considered co-expressed and may have shared regulation (Eisen *et al*. 1998). GCNs require large sets of quantitative data, usually RNA-seq, to capture gene expression and the statistical methods used for correlation can have a significant impact on the results (Huang *et al*. 2017). Each approach to predict GRNs could identify portions of true GRNs, but comparisons between these predictions reveal only limited overlap, suggesting many false positives and false negatives from each approach.

One method to test GRN predictions is to isolate loss-of-function mutants in TFs and test expression of predicted targets (Scherens and Goffeau 2004; Thompson *et al*. 2015). In maize, there are limited methods for moderate scale reverse genetics studies to assess if absence of the TF results in target genes with altered expression. Current maize mutant libraries only provide functional knockouts for a subset of genes in the genome (Lu *et al*. 2018). Further, the ability to test GRN predictions with TF loss-of-function alleles will vary based on the GRN prediction method. For example, the sample size of putative TF regulators identified by GCN-based methods is usually much larger than those identified by Y1H screens. The number of Y1H predicted TF–target interactions is limited by the size and number of promoter regions that are cloned and tested, usually from a single putative pathway or functional type. GCN-based methods allow for construction of much larger networks and the likelihood of isolating loss-of-function alleles for some of these predicted TF regulators increases by the size of the network alone. Due to the recent whole-genome duplication in maize (Gaut *et al*. 2000), testing functional impacts of GRN predictions in vivo with TF knockouts may be limited by genetic redundancy, which requires loss-of-function mutants for multiple related TF genes.

A set of putative loss-of-function alleles were recovered for 22 maize TFs with predicted GRN targets based on either Y1H and/or GCNs. We did not observe major phenotypic differences in these mutants under normal growth conditions. However, transcriptome profiling revealed variable numbers of differentially expressed (DE) genes in transposon-insertion mutants relative to the corresponding inbred line plants. The analysis of transcript abundance for GRN targets predicted by Y1H or GCN methods does reveal examples of predicted targets with altered expression. In some cases, the predicted targets are significantly over-represented in the DE genes. However, the majority (>75%) of predicted targets did not exhibit altered expression. Gene ontology (GO) enrichment analyses identified functional groups of genes with altered expression in some of these mutants but did not point to clear biological functions for these TFs. These findings suggest limited perturbation of GRNs in these single gene TF knockouts and could reflect high degrees of functional redundancy in gene regulation.

## Materials and methods

### Isolation of TF mutant alleles from the UniformMu population in maize

Methods for isolating 32 mutant alleles representing 22 TFs are detailed in Ellison *et al*. (2023).

### RNA-seq plant samples, data processing, and transcriptome profiling

Ellison *et al*. (2023) methods detail how: plant material from the 32 TF mutant alleles and W22 r-g control was sampled for RNA-seq, RNA-seq data was processed, transcriptome assembly was performed, and transcriptome profiling was used to identify TF loss-of-function alleles. Our experimental design focused on collecting mutant and wild type transcriptome data from tissues with moderate–high expression (>6 CPM) of the TF relative to other tissues. In total, we surveyed 5 different tissues: coleoptile tip, imbibed embryo, seedling leaf, tassel, and tassel stem, with variable numbers of mutant alleles assessed (Supplementary Table 1 and Supplementary Table 2 in Ellison *et al*. (2023)). PCAtools (Blighe and Lun 2019) was used to conduct a principal component analysis of the CPM values of expressed genes and explore sample cluster patterns among and between biological replicates of mutant alleles and wild type W22 control. TF mutant alleles were characterized as potential loss-of-function alleles by determining that variation in the de novo assembled transcript structure and sequence resulted in an allele that could not produce the full-length protein. The 32 TF loss-of-function alleles produced transcripts 5′ of the *Mu* insertion with the initial AUG out-of-frame and/or transcripts 3′ of *Mu* that would only produce a protein less than half the length of the normal protein.

### Identification of TF mutant allele DE genes

Raw read counts of expressed genes (CPM ≥ 1 in at least 1 sample per tissue) from all replicates of each TF mutant allele and W22 control from the same tissue were used to call differentially expressed (DE) genes: false discovery rate (FDR) adjusted *P* < 0.05 and a minimum fold change of 2 (DESeq2 v1.30.1 (Love *et al*. 2014)). To determine if any genes could be DE due to genetic differences between the control W22 r-g colorless and UniformMu color-converted W22 (McCarty *et al*. 2005), DE genes were called between all TF mutant allele and W22 samples from the same tissue. A small number of genes (*n* = 1,773) that are consistently DE in more than half of the mutant alleles from imbibed embryo, tassel stem, and seedling leaf tissues (tissues with <50% of mutant reads from 1 TF gene) were removed. 

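In imbibed embryo, 1847 genes were DE in more than 0.5 of the 16 mutant alleles, 1069 of them only ever down-regulated, 740 only ever up-regulated and 38 in both directions. Of these, 364 were DE in all 16 alleles, among them Zm00004b000060 (down-regulated) and Zm00004b001120 (up-regulated), which the files do not pair with names. In seedling leaf, 370 genes were DE in more than 0.5 of the 6 alleles, 294 only down-regulated and 52 only up-regulated, and 15 of them were DE in all 6 alleles. In tassel stem, 118 genes were DE in more than 0.5 of the 4 alleles, and here 85 were only up-regulated against 32 only down-regulated. The union over the 3 tissues held 2174 W22 genes, 1801 of them with a 1-to-1 B73v4 gene model, and 1410 are among the genes that the authors' deposited table marks as removed. By gene group, the union took 18 of 101 UDP-glycosyltransferase genes, 6 of 19 phosphate starvation genes, 3 of 9 methyl esterase genes and none of 41 response-to-heat genes. These groups hold only genes that the study called DE after its own removal of shared genes, so such shares are low in part by construction. Calls were made with edgeR's quasi-likelihood test at an FDR under 0.05 and a fold change of at least 2. The tassel stem count was 68, 57 and 75 without mutant replicates 1, 2 and 3, and 179 with DESeq2 and 43 with each allele fitted with W22 alone. The seedling leaf count was 227 without mutant replicate 2.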

DE genes for each TF mutant allele were then filtered for expressed genes (CPM ≥ 1 in at least 1 sample per tissue) and genes with 1-to-1 gene models (Monnahan *et al*. 2020) between W22 (Springer *et al*. 2018) and B73v4 genomes (Schnable *et al*. 2009; Jiao *et al*. 2017). Filtering for W22 mapped genes with 1-to-1 B73v4 gene models was necessary for testing enrichment of predicted B73 mapped co-expression-based GRN and Y1H TF targets.

### Morphological field measurements

All mutant alleles were visually assessed for morphological phenotypes across multiple growing seasons in segregating and fixed homozygous rows. Plant height, ear height, and flowering time were measured during 1 field season for 12/32 mutant alleles in 2 different fields planted 2 weeks apart representing distinct environments. Each field consisted of 1 row per mutant allele and 11 rows of W22 control. All trait measurements were only compared within each field to account for any field-related variability. Plant height and ear height were both measured at reproductive maturity on up to 10 non-border plants/row with some variability in the number of plants measured per row due to low stand counts. Plant height was measured as the distance from the soil surface to the base of the flag leaf and ear height was measured as the distance from the soil surface to the highest ear-bearing node. For plant height and ear height (measured in cm), a *t*-test (unpaired, FDR adjusted *P* < 0.05) was performed on log transformed values between each mutant row and the combined W22 rows within a field to determine if the difference between means was significant (Supplementary File 2).

Flowering time was calculated as the number of days from planting to the tassel shedding or ear silking for at least 50% of the plants in each row (Supplementary File 2). For W22 control, flowering time values were averaged across the 11 rows per field. A significance test was not performed for flowering time as there was only a single value per mutant row in each field replicate. However, if there was greater than ±3 days difference in the number of days to tassel shedding or ear silking in a mutant row compared to the combined W22 rows in each independent field environment, there may be a difference in flowering time.

### Phenolic profiling with targeted liquid chromatography-mass spectroscopy

The 32 mutant alleles and 2 W22 controls, W22 r-g colorless and UniformMu color-converted W22, were grown in 16 h light 28°C, 8 h dark 24°C growth chamber conditions and watered 3 days after sowing and every other day following with 50 ml of water until harvest. Whole shoots were harvested 21 days after sowing (DAS) and 5 shoots were pooled for each of the 3 biological replicates per mutant or control. At harvest, samples were placed in liquid nitrogen and then were freeze dried prior to lyophilizing. For detailed methods on sample preparation, including tissue extracts, reagent preparation, and liquid chromatography-mass spectroscopy (LC-MS) data acquisition and normalization, see Materials and Methods sections 3.2, 3.3, 3.4, and 3.6 in Rodriguez *et al*. (2022). Samples were prepared by combining 50 mg of homogenized freeze-dried plant material with an extraction solvent consisting of 80% methanol and 0.1% formic acid. For this experiment, we profiled 31 of the 33 phenolic compounds described in Rodriguez *et al*. (2022), excluding coniferyl aldehyde and phenylalanine, using the same available chemical standards and internal standard (Supplementary File 3) (Rodriguez *et al*. 2022). The LC-MS runs were split into 2 batches due to technical difficulties running all samples in 1 batch. Due to technical variability between batches, the limits of detection (LOD) for each phenolic compound were measured separately for each batch. The LOD per phenolic compound per batch was set at 3 times the peak area of the blank (extraction solvent alone) reference value, which was calculated as the mean peak area across blank samples within each batch run (Rodriguez *et al*. 2022). We used the LC-MS relative peak area values per compound instead of absolute values to account for compounds that accumulate at high levels in maize (beyond the upper limit of the external standards). The relative peak area value for each compound per sample was normalized by the weight of the sample to provide arbitrary units of area (AUA). For 20% of the samples in batch 1, 2 technical replicates per biological replicate were run to determine the reproducibility of the method. The sample biological replicate AUA value was calculated as the mean AUA between the technical replicates. Compounds with more than 20% of the total samples across both batches with AUA values below the respective compound LOD thresholds or more than 10% of sample values missing across both batches were removed from the analysis. In total, 3/31 compounds analyzed were removed based on these criteria: apigenidin, quercetin, and shikimic acid.

To determine if the mutant metabolite profile was significantly different from that of W22, an unpaired *t*-test (FDR adjusted *P* < 0.05) was performed on log_2_ transformed AUA values of 28 phenolic compounds between each mutant allele and control group: W22 r-g or UniformMu W22, and between control groups (Supplementary File 3). The 4 phenolic compounds (vitexin, dihydroquercetin, isoorientin, kaempferol) that were significantly different between the control groups, W22 r-g colorless and UniformMu color-converted W22, were removed from the analysis to avoid false positives. In total, we could analyze data for 24 phenolic compounds. We only considered a mutant metabolite profile per compound to be significantly different from the control if there was statistical significance compared to both W22 controls: W22 r-g and UniformMu W22.

### Identifying TF binding sites in Y1H promoter cloned regions

Transcription factor binding sites (TFBSs) were identified in Y1H bait cloned promoter sequences of predicted targets (Yang *et al*. 2017) for 2 TFs, *MYB40* and *HSF24*. The B73v4 maize genome was scanned for TFBS sequence of 5 R2R3 MYB TFs (*AtMYB52*, *AtMYB59*, *AtMYB46*, *AtMYB111*, *AtMYB55*) (Franco-Zorrilla *et al*. 2014) and a generic HSF TFBS (5′ *NGAANNTTCN* 3′) (Perisic *et al*. 1989), with N nucleotide weighting set to the GC content of maize genomic DNA to find significant matches (*P* < 0.01) (FIMO tool in the MEME suite (Grant *et al*. 2011)). These putative genome-wide TFBSs were then subset to Y1H bait promoter cloned regions for predicted targets of MYB40 or HSF24 to identify if these promoter sequences contained the respective TFBSs (BEDTools intersect (Quinlan and Hall 2010)).

### Enrichment for shared DEGs between multiple independent alleles per TF

A significant hypergeometric enrichment of finding more than the expected number of overlapping DEGs between 2 independent mutant alleles per TF required a representation factor > 1 and *P* < 0.05 (Kim *et al.* 2001), where the expected number of genes = (number of genes in allele A × number of genes in allele B)/number of expressed genes. The number of possible shared DEGs between 2 independent mutant alleles per TF is the minimum number of either up- or down-regulated DEGs between both alleles. The number of shared DEGs was calculated as a proportion out of the possible shared DEGs between 2 independent alleles per TF (Supplementary Fig. 2).

### Enrichment for TF predicted targets

All statistical analyses for enrichment of DEGs utilized a hypergeometric probability. Testing for over-representation or enrichment of mutant allele DEGs for GO terms (Supplementary File 4) or GCN predicted targets was calculated with R stats v4.0.2 hypergeometric phyper(q = x - 1, m, n = N - m, k, lower.tail = FALSE) function, *P* < 0.05 for significance (R Core Team 2020). For GO term enrichment: N = number of expressed genes associated with any GO term, m = number of genes with a specific GO term, k = number of DEGs with any GO term, x = number of DEGs with a specific GO term. For GCN (n1 and n3) predicted target enrichment: N = number of expressed nonredundant predicted target genes in the genome, m = number of expressed predicted targets per TF, k = number of DEGs, and x = number of DEGs that are predicted targets. The fold-enrichment of GCN predicted targets that were DE was calculated by [x/(k/N) × m].

## Results

To test the functional relevance of GRN predictions in maize, we obtained stocks containing putative loss-of-function alleles for a series of TFs. Two primary sources of GRN predictions were utilized to select TFs for testing. The first source of GRN predictions was from a Y1H screen that identified putative TF regulators of maize phenolic biosynthesis (Yang *et al*. 2017). This Y1H screen identified 45 TFs that exhibit interactions with at least 4 of the 54 phenolic biosynthesis gene promoters tested (Burdo *et al*. 2014; Yang *et al*. 2017). The second source of GRN predictions was a meta-analysis of TF–target gene co-expression from 45 GCNs (Zhou *et al*. 2020). To test the GRN predictions generated from these 45 GCNs, we identified 64 TFs that had ≥400 predicted targets and at least 1 coding sequence insertion indexed in the UniformMu mutant collection (McCarty *et al*. 2005). GRNs constructed from both sources, Y1H and GCNs, identified predictions for genes annotated in the B73v4 genome (Schnable *et al*. 2009; Jiao *et al*. 2017). Before moving forward with network perturbation analyses, all TFs selected for testing (45 from Y1H and 64 from GCNs) were confirmed to be single copy syntenic orthologs in the B73v4 and W22 (considered the wild type in this study) genomes (Monnahan *et al*. 2020).

### Isolation of TF mutant alleles from the UniformMu population

*Mutator* (*Mu*) transposon insertions located within the set of TFs predicted from the Y1H or GCNs were identified using the sequence-indexed UniformMu population created in a W22 inbred genetic background (McCarty *et al*. 2005). While most maize genes are associated with *Mu* insertions in this population, only 27.1% of annotated W22 genes have an insertion within the coding sequence (Springer *et al*. 2018). We identified all available insertions for the 45 TFs identified as candidates in the Y1H screen, including insertions in UTRs, introns, and proximal promoter regions (up to 1 kb upstream of the annotated TSS). Given the prior evidence that some insertions within UTRs, introns, or 5′ regions have minimal or no effect on the transcript produced by the allele (Kidwell and Lisch 1997; Dietrich *et al*. 2002; Liu *et al*. 2009), we focused primarily on coding region insertions for GCN predicted TFs. We initially obtained stocks representing 150 alleles (82 TFs) but some of these were subsequently eliminated from our study because we could not confirm the presence of the insertion or there was lack of evidence for loss-of-function. In total, we isolated 32 putative loss-of-function alleles for 22 TFs, including 12 alleles for 8 TFs selected from initial Y1H predictions (Yang *et al*. 2017) and 20 alleles for 14 TFs selected from GCN predictions (Fig. 1, Supplementary Table 1). After isolating the mutant alleles for the GCN selected TFs, another Y1H screen was performed using the promoters of the top 19 predominantly expressed phenolic genes from Gomez-Cano *et al*. (2020) as bait, 7 of which were not included in the initial Y1H screen with 54 phenolic promoters (Abnave *et al*. 2024). This new Y1H screen identified phenolic targets for 6 of the TFs with GCN predicted targets (Abnave *et al*. 2024). In total, 13 of the 22 TFs in this study were predicted to regulate phenolic biosynthesis genes by Y1H (Fig. 1, Supplementary Table 1).

**Fig. 1.**
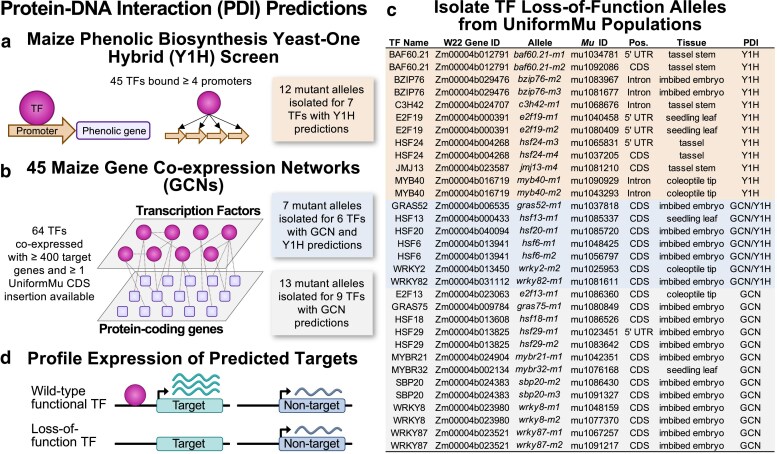
Experimental design to test transcription factor––target gene predictions in maize. Maize transcription factors (TFs) were predicted to be transcriptional regulators of a set of target genes based on a) a maize phenolic biosynthesis Y1H screen (Yang *et al*. 2017) or b) construction of 45 maize gene co-expression networks (GCNs) (Zhou *et al*. 2020). To test these TF–target gene predictions in vivo, we focused on a) 45 TFs that bound ≥4 phenolic biosynthesis promoters in the Y1H screen or b) 64 TFs that were co-expressed with ≥400 target genes across the 45 GCNs and had an available UniformMu insertion in the TF gene coding sequence. c) The UniformMu population was used to isolate 12 mutant alleles for 7/45 Y1H predicted TFs and 20 mutant alleles for 15/64 GCN predicted TFs (Supplementary Table 1). Seven of the 15 GCN predicted TFs with mutant alleles were also predicted to be phenolic regulators in an additional Y1H screen (Abnave *et al*. 2024). d) Transcriptome profiling was completed on wild-type plants with a functional TF and mutant plants to quantify expression of predicted target genes.

### Identifying TF loss-of-function alleles and DE genes by transcriptome profiling

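Gene expression was measured by RNA-seq in 113 maize libraries, taken from mutants that carry 1 of 32 UniformMu alleles in 22 TF genes and from the inbred line W22 as the wild type control. UniformMu is a population of plants with Mutator (*Mu*) transposon insertions in the W22 background. The paper gives the control as W22 *r-g* colorless, while UniformMu lines are of color-converted W22, with introgressed loci for anthocyanin expression. Each comparison with W22 can therefore hold this genetic difference beside that of the TF allele. Alleles of *E2F13*, *MYB40* and *WRKY2* were profiled in the coleoptile tip 6 days after sowing, and alleles of *BZIP76*, *E2F19*, *HSF13* and *MYBR32* in seedling leaf at 10 days. Alleles of *BAF60.21*, *C3H42* and *JMJ13* were profiled in tassel stem and those of *HSF24* in tassel, both at 80 days. Alleles of *GRAS52*, *GRAS75*, *HSF6*, *HSF18*, *HSF20*, *HSF29*, *MYBR21*, *SBP20*, *WRKY8*, *WRKY82* and *WRKY87* were profiled in embryos of imbibed seed. Each allele had 3 biological replicates except *gras52-m1*, which had 2, and W22 had 4 replicates in imbibed embryo, seedling leaf and coleoptile tip and 3 in tassel and tassel stem. By pedigree (BC for backcross, S for self), the embryo alleles were S2 or S3, and those in tassel and tassel stem BC2S2. In seedling leaf, alleles of *BZIP76* and *E2F19* were BC2S2, that of *MYBR32* S2 and that of *HSF13* S3. In coleoptile tip, *MYB40* alleles were BC2S2 and those of *E2F13* and *WRKY2* S3. Pedigree therefore goes largely with tissue, and in seedling leaf with the TFs that have 2 alleles.

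Total counts per library, in M (mega, as in Mb), ran from 14 to 48 M (median 19.8 M) over the 51 imbibed embryo libraries, from 17.6 to 31.6 M (median 21.8 M) over the 22 seedling leaf libraries and from 17.7 to 28.2 M (median 20.3 M) over the 16 coleoptile tip libraries. The 15 tassel stem libraries held 22.8 to 34.1 M (median 26.8 M), and the 9 tassel libraries held 14.7 to 18.1 M (median 15.7 M). In imbibed embryo, W22 had 14.9 to 19.7 M (median 17.5 M), while *sbp20-m2* had 28.8 to 48 M (median 31.1 M) and *wrky82-m1* 14 to 20.6 M (median 17.1 M). The tassel libraries are single-end with 50 bp reads and the others paired-end with 150 bp reads, so tests compare levels only within a tissue.

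From the submitters' processing notes, reads were trimmed with Trim Galore 0.6.5, aligned with HISAT2 2.1.0 and counted with featureCounts 2.0.1. The paper states that reads were mapped to the W22 reference genome. The deposited counts per W22 gene model were used here as they stand. Within each tissue, genes with a CPM of at least 1 in at least 1 library were scaled by TMM and fitted in 1 model over all genotypes with edgeR 4.0.16, and each allele was compared with W22 by the quasi-likelihood test. A gene was called DE at a Benjamini-Hochberg FDR under 0.05 and a fold change of at least 2. Only gene models paired 1-to-1 with B73v4 were counted. Genes DE in more than 0.5 of the alleles of imbibed embryo, tassel stem or seedling leaf were removed from every tissue. The paper names these tissues and this limit but not whether each list was removed from every tissue. It counts *Bz1* and *A1*, which were removed here. CPM values of single genes are on the TMM scale and are given as mean ± SD over libraries. Of all gene models, 28419 are paired, and 19069 paired genes passed the expression minimum in imbibed embryo, 17460 in seedling leaf, 19969 in coleoptile tip, 19761 in tassel stem and 20939 in tassel.

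The labels and the paper differ in a few places. One library of *c3h42-m1* (replicate 3) carries in its labels the *Mu* insertion of *hsf24-m4*, although its genotype says *c3h42-m1*. The titles of the *wrky87-m2* libraries name another allele, while genotype and insertion are those of *wrky87-m2*. Supplementary Table 1 lists imbibed embryo for *BZIP76*, while the labels of these libraries say seedling leaf, which was used here.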

Transcriptome profiling by RNA-seq was performed for each TF mutant allele to characterize genome-wide perturbations of expression. 

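In W22, *GRAS75* had the highest level of the TF genes in its profiled tissue, 143 ± 15.8 CPM (SD, n = 4) in imbibed embryo. *MYBR32* followed with 76.2 ± 6.62 CPM (SD, n = 4) in seedling leaf and *MYBR21* with 66.6 ± 7.5 CPM (SD, n = 4) in imbibed embryo. *E2F13* was nearly specific to its tissue, with 13.3 ± 2.04 CPM (SD, n = 4) in the coleoptile tip and at most 0.19 ± 0.112 CPM (SD, n = 4) in the other 4 tissues. The lowest levels were those of *HSF20* (0.655 ± 0.304 CPM) and *HSF6* (0.518 ± 0.303 CPM) in imbibed embryo (SD, n = 4). *HSF20* reached 14.1 ± 11.3 CPM (SD, n = 3) and *MYBR32* 273 ± 60.7 CPM (SD, n = 3) in tassel stem, a tissue in which their alleles were not profiled. In all, 15 of the 22 TF genes had a mean above 6 CPM in the profiled tissue, and 17 had one on the scale of the authors' deposited CPM column. *E2F19* (5.05 ± 0.522 CPM), *BZIP76* (4.1 ± 0.501 CPM) and *HSF18* (3.17 ± 0.819 CPM), each with n = 4, lay below it on counts, while *E2F19* (9.03 CPM) and *BZIP76* (7.32 CPM) lay above it on the authors' scale. On the authors' scale, the profiled tissue had the highest W22 level of the 5 tissues for 6 TF genes and was among the top 2 for 14. All CPM here that are not on the authors' scale are relative to the total count of each library. The tassel libraries differ from the others in read length and layout, so levels across tissues are given as values without a test.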

We sampled a single tissue for each TF mutant in which the TE gene exhibited moderate expression. Across the 22 TFs, a total of 5 different tissues were sampled (Supplementary Fig. 1, Supplementary Table 1). To confirm the potential functional impact of the *Mu* insertion on the gene product of the TF, we assessed the expression level and transcript structure for each mutant allele. The change in mRNA accumulation for each TF gene in the mutant allele harboring the *Mu* insertion relative to the wild type allele was estimated from RNA-seq reads of all biological replicates mapped to the W22 reference genome (which lacks the *Mu* insertion). This expression analysis revealed that 8 of the 32 mutant alleles had significantly reduced expression levels and 2 (*wrky8-m1* and *hsf18-m1*) exhibited significant increases in total transcript abundance (Fig. 2, Supplementary Table 1) (Ellison *et al*. 2023). However, the lack of a difference in mRNA accumulation level does not necessarily mean that a functional product is produced. 

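*GRAS52*, a GRAS family gene, was almost lost in *gras52-m1*, at 0.828 ± 0.264 CPM (SD, n = 2) against 13.5 ± 1.58 CPM in W22 embryos (SD, n = 4), a log2 fold change of -4.05 (SE 0.41, FDR 2.1e-10). *WRKY82* fell from 38.6 ± 9.9 CPM (SD, n = 4) to 7.91 ± 1.49 CPM (SD, n = 3) in *wrky82-m1* (log2 fold change -2.29, SE 0.3, FDR 5.1e-08) and *MYBR21* from 66.5 ± 7.51 CPM to 15.9 ± 1.66 CPM in *mybr21-m1* (-2.06, SE 0.12, FDR 7.5e-17). *HSF6* fell in *hsf6-m1* from 0.518 ± 0.302 CPM to 0.0398 ± 0.035 CPM (-3.57, SE 1.09, FDR 0.015). *GRAS75* (-1.25), *MYBR32* (-1.17), *E2F19* in *e2f19-m1* (-1.14) and *HSF24* in *hsf24-m4* (-1.07, SE 0.17, FDR 0.0015) were the other TF genes down-regulated in their own mutant, which makes 8 alleles. *WRKY8* rose in *wrky8-m1* from 7.65 ± 2.38 CPM to 21 ± 6.45 CPM (1.45, SE 0.31, FDR 0.00063) and *HSF18* in *hsf18-m1* from 3.16 ± 0.77 CPM to 8.21 ± 1.98 CPM (1.39, SE 0.3, FDR 0.00051). In 6 alleles the TF gene passed the FDR but not the 2-fold minimum, 5 of them lower than W22, with *hsf13-m1* nearest to it (-0.99, FDR 1.1e-07), and in 16 alleles it did not pass the FDR. In each allele called down-regulated, every mutant library lay below every W22 library.

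These values come from edgeR's quasi-likelihood test over all genes tested in the tissue, with n = 3 mutant libraries unless stated, and without the removal of shared DEGs. *GRAS52* and *HSF18* are themselves among the shared DEGs, and over the other embryo genotypes their group means ran from 2.61 to 13.5 CPM and from 3.16 to 38 CPM. The call for *HSF6* ended without mutant replicate 2 (FDR 0.097) or W22 replicate 2 (FDR 0.052), and that for *HSF24* fell under the 2-fold minimum without mutant replicate 2 (-0.97) or W22 replicate 1 (-0.91). Without mutant replicate 1, *HSF6* did not reach the expression minimum and was not tested. Calls were gained as well: *BZIP76* in *bzip76-m3* (-0.96) was down-regulated with the replicate block (-1.05), without W22 replicate 4 (-1.05) and without mutant replicate 2 (-1.35), and *HSF13* in *hsf13-m1* without mutant replicate 1 or 3 or W22 replicate 2.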

To determine if the *Mu* insertion resulted in potential loss-of-function alleles, we generated a de novo transcript assembly and identified variation in transcript structure and sequence for each mutant. Our prior work found that most mutant alleles have either altered transcript structure or sequence that is predicted to result in the production of truncated or altered protein sequences (Ellison *et al*. 2023). In this study, we only retained mutant alleles that could not produce the full-length protein by selecting mutants with either transcripts 5′ of the *Mu* insertion with the initial AUG out-of-frame and/or transcripts 3′ of *Mu* that would only produce a protein less than half the length of the normal protein. Based on the assembled transcripts, it is unlikely that functional proteins are produced for most of these mutant alleles, although it is possible that partial fragments could be generated in some cases.

**Fig. 2.**
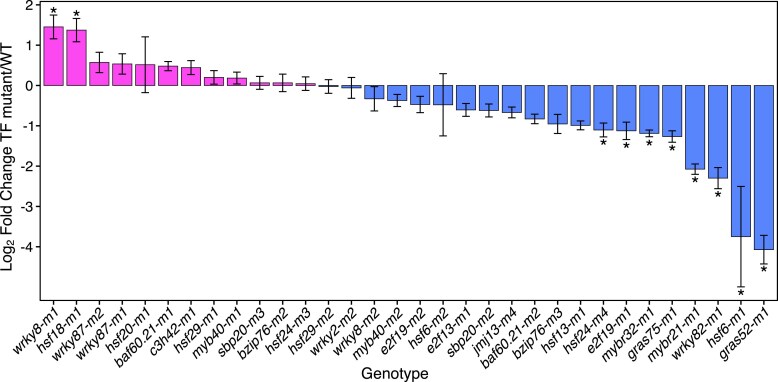
Changes in transcript abundance for TF mutant alleles. The fold change in expression of each TF gene in the mutant allele harboring the *Mu* insertion relative to wild type plants was estimated from RNA-seq reads of all biological replicates mapped to the W22 reference genome (log_2_ fold change TF mutant allele/WT). The standard error of the log_2_ fold change (log_2_fc) estimate is represented as error bars for each allele. Significant differential expression between the TF mutant and W22 control is indicated by an asterisk (*). Alleles are rank ordered by the difference in expression relative to wild type, from positive log_2_fc to negative log_2_fc.

The overall changes to the transcriptome were assessed through principal component analysis for each tissue (Supplementary Fig. 1). In general, the samples tended to cluster by mutant allele, but some samples were more like W22 wild type while others were more distinct (Supplementary Fig. 1). 

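In seedling leaf and tassel, each of the 22 and 9 libraries had its nearest neighbour in its own genotype. In imbibed embryo 40 of 51 libraries did, in coleoptile tip 11 of 16 and in tassel stem 9 of 15. No W22 library of tassel stem was nearest to another W22 library. Replicates 1 and 3 were nearest to *baf60.21-m2* libraries and replicate 2 to a *jmj13-m4* library. In coleoptile tip, W22 replicate 3 was nearest to a *myb40-m2* library. The first principal component took 45.5% of the variance in tassel, 29.2% in tassel stem, 27.9% in coleoptile tip, 21% in seedling leaf and 20.5% in imbibed embryo. Among embryo alleles, *hsf20-m1* stood farthest from W22 for its own spread, at a distance of 231 from W22 libraries against 108 between its own replicates (ratio 2.14), followed by *sbp20-m2* (235 against 120, ratio 1.96). The alleles of *E2F19* lay at ratios of 1.4 and 1.38 in seedling leaf. *myb40-m1* in coleoptile tip was hardly farther from W22 than its replicates were from each other (212 against 203, ratio 1.04), and 1 library of *jmj13-m4* in tassel stem was nearest to a W22 library. On log2 CPM without scaling, 15 of 16 coleoptile tip, 13 of 15 tassel stem and 44 of 51 imbibed embryo libraries were nearest to one of their genotype, and with genes of a mean CPM of at least 5 only, 9 of 16 coleoptile tip libraries. Distances are otherwise Euclidean over all genes tested in the tissue, on the inverse hyperbolic sine of CPM with each gene scaled to unit variance, and are given without a test.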

Genes that were DE were identified for each mutant allele relative to W22 replicates from the same tissue (Fig. 3). 

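Supplementary File 4 names, for each enriched term, the genes that the study itself called DE in an allele. A list made of them holds the study's calls and not a whole gene family, so in the alleles behind a list the counts here show how many calls were found again. In tassel of *hsf24-m3*, 57 of 60 listed pollen tube genes and 20 of 23 listed pectinesterase genes were down-regulated again, and 19 of 22 genes of light harvesting and photosystems up-regulated. Kinesin and microtubule genes, listed from *hsf24-m4* and a seedling leaf allele, fell in both *HSF24* alleles (10 of 19 in *hsf24-m3* and 15 in *hsf24-m4*), from a sum of 1110 ± 73.7 CPM in W22 to 355 ± 109 CPM in *hsf24-m3* and 449 ± 53 CPM in *hsf24-m4* (SD, n = 3 each). Of the 19 phosphate starvation genes, listed from *bzip76-m3* alone, 10 were down-regulated in *bzip76-m2*, the other allele of the TF. In tassel stem of *c3h42-m1*, 13 of 21 lignin biosynthesis genes and 10 of 22 secondary cell wall genes were up-regulated. Response-to-heat genes rose in *hsf29-m2* embryos (33 of 40), and response-to-chitin genes fell in *gras75-m1* and *hsf20-m1* (25 of 50 in each).

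The first 1999 rows of that file were held here, some in part (rows of the response-to-heat, pollen tube and response-to-chitin terms), so no enrichment test was run. Counts are before the removal of shared DEGs and use the FDR of edgeR's quasi-likelihood test over all genes tested. When adjusted over the list alone, the counts were 57 for pollen tube, 20 for pectinesterase, 19 for photosystems, 10 and 16 for kinesin, 10 for phosphate starvation, 17 for lignin, 22 for secondary cell wall, 34 for heat and 28 and 29 for chitin. The study chose these lists on the same samples, except kinesin for *hsf24-m3* and phosphate starvation for *bzip76-m2*, where the W22 libraries are still shared with the allele behind the list, so no count is independent evidence that a gene family moved.

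The *c3h42-m1* counts hang on single libraries: secondary cell wall genes up-regulated were 0 without mutant replicate 2, 1 without mutant replicate 3, 3 and 5 without W22 replicates 1 and 2, 17 without mutant replicate 1 and 22 with DESeq2, and lignin biosynthesis genes were 1, 2, 2 and 5 without mutant replicates 2 and 3 and W22 replicates 1 and 2. Light harvesting and photosystems genes in *hsf24-m3* came to 6 without mutant replicate 1, response to chitin genes to 16 in *gras75-m1* without mutant replicate 1 and to 16 in *hsf20-m1* without mutant replicate 3, and phosphate starvation genes in *bzip76-m2* to 6 without mutant replicate 3 or W22 replicate 2.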

The number of DE genes (DEGs) was quite variable with some mutants only exhibiting ∼100 and others having >1,500 (Fig. 3, Supplementary File 1). 

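The mutants ranged from *jmj13-m4*, with 7 DEGs in tassel stem (5 down-regulated, 2 up-regulated), to *hsf24-m3*, with 2167 DEGs in tassel. The other alleles with more than 1500 DEGs were *wrky82-m1* (2018) and *mybr21-m1* (1536), both in imbibed embryo, and *hsf29-m2* came next with 1455. At the low end, *baf60.21-m2* had 19 DEGs in tassel stem, and *myb40-m1* and *myb40-m2* had 37 and 51 in coleoptile tip. The median over the 32 alleles was 563 DEGs, with 8 alleles above 1000 and 4 below 100. By tissue, the median was 891.5 DEGs in imbibed embryo, 390 in seedling leaf, 207 in tassel stem and 106 in coleoptile tip. Pedigree differs between these tissues too, so tissue and pedigree cannot be fully told apart here. Alleles of a TF differed as well: *sbp20-m2* had 1300 DEGs and *sbp20-m3* 358, and *baf60.21-m1* had 395. With single libraries left out in turn, the counts ran from 163 to 543 in *sbp20-m3*, from 219 to 422 in *baf60.21-m1*, from 3 to 20 in *baf60.21-m2*, from 32 to 68 in *myb40-m2* and from 4 to 22 in *jmj13-m4*.

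The spread between replicates differed between tissues and sets how small a change could be called. The common biological coefficient of variation was 0.271 in tassel stem, 0.209 in imbibed embryo, 0.153 in coleoptile tip, 0.142 in tassel and 0.123 in seedling leaf. In counts simulated for *baf60.21-m1* in tassel stem, edgeR called 89% of genes changed 4-fold and 34% of genes changed 2-fold as DEGs, while 48% of the latter passed the FDR. The *c3h42-m1* count of 774 was 186 and 252 without mutant replicates 2 and 3, 401 without W22 replicate 1, and 153 when *c3h42-m1* was fitted with W22 alone. The smallest counts moved with the tool: DESeq2 gave 131 DEGs in *baf60.21-m2*, 33 in *jmj13-m4* and 86 in *myb40-m2*.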

For these putative TFs, it is not known whether they function as primarily activators or repressors; therefore, both up- and down-regulated genes were identified for each mutant allele. 

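Down-regulated genes outnumbered up-regulated genes most in the *E2F19* alleles in seedling leaf, with 318 down and 42 up (88.3% down) in *e2f19-m1* and 311 down and 70 up (81.6% down) in *e2f19-m2*. In imbibed embryo, *hsf20-m1* had 891 down and 260 up (77.4% down) and *gras75-m1* had 781 down and 264 up. The reverse held for *c3h42-m1* in tassel stem, with 243 down and 531 up (31.4% down), and for *mybr32-m1* in seedling leaf, with 259 down and 561 up (31.6% down). *hsf24-m4* was close to even, with 398 down and 406 up. Over all alleles, 24 had more down-regulated and 8 more up-regulated DEGs, and 57.4% of all calls were down-regulated. That share was 50.6% with no fold change minimum, and 62.8% with edgeR and 63.6% with DESeq2 on the authors' marks, settings chosen after seeing the data. By tissue, down-regulation led in 13 of 16 alleles in imbibed embryo, 5 of 6 in seedling leaf, 3 of 4 in coleoptile tip, 2 of 4 in tassel stem and 1 of 2 in tassel. Alleles of a tissue share their W22 libraries, so the tally over alleles was not tested. The paper links such an excess to TFs that act mainly as activators, and states that the role of these TFs is unknown.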

Most of the mutants (26/32) have more down-regulated genes than up-regulated genes, which would be expected for TFs that have a primary role as transcriptional activators. We examined the 10 TFs that are represented by 2 independent mutant alleles and found significant overlap in both the up- and down-regulated DEGs for all 10 pairs of mutant alleles. 

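The alleles of *E2F19* shared 164 down-regulated DEGs, where independent lists of 318 and 311 genes among the 16199 genes tested would share 6.11, but only 3 up-regulated DEGs (0.181 for independent lists). The alleles of *HSF24* shared 240 down-regulated (24.3 for independent lists) and 250 up-regulated DEGs (20.5), among them Zm00004b021753, which fell from 10.5 ± 1.48 CPM in W22 tassel to 0.0585 ± 0.0581 CPM in *hsf24-m3* and 0.0783 ± 0.0836 CPM in *hsf24-m4* (SD, n = 3 each). The up-regulated Zm00004b028682 rose from 0.0978 ± 0.085 CPM to 22.9 ± 4.76 and 21.4 ± 2.51 CPM (SD, n = 3 each). The files do not pair these IDs with names. In imbibed embryo, *HSF29* alleles shared 124 down- and 39 up-regulated DEGs, *WRKY87* alleles 110 and 61, *HSF6* alleles 48 and 61, *WRKY8* alleles 27 and 29 and *SBP20* alleles 18 and 36. *BZIP76* alleles shared 35 down- and 3 up-regulated DEGs, *MYB40* alleles 0 and 2, and *BAF60.21* alleles none in either direction.

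By a hypergeometric test with Benjamini-Hochberg adjustment over 20 tests, the overlap was significant for 8 of 10 TFs in down-regulated DEGs and for 8 of 10 in up-regulated DEGs. The adjusted p was 1.9e-210 for down-regulated DEGs of *E2F19* and 1.3e-05 for those of *SBP20*, and the overlap of up-regulated DEGs in *BZIP76* had an adjusted p of 0.051. At an unadjusted p under 0.05, the paper's criterion, *BZIP76* passed as well (p 0.044), which gives 9 of 10 TFs for up-regulated and 8 of 10 for down-regulated DEGs. DESeq2 called 1 shared DEG for *BAF60.21* and 6 for *MYB40*. The removal of shared DEGs can also take genes that both alleles of a TF share. In *baf60.21-m2*, 15 down- and 79 up-regulated of 120 calls over all gene models lay among the removed genes. With the authors' marks in its place, chosen after seeing the data, edgeR gave *BAF60.21* 5 down- and 1 up-regulated shared DEG. *BZIP76* had 157 and *E2F19* 286 down-regulated, while up-regulated ones fell for *HSF29* (23), *HSF6* (35), *WRKY87* (41) and *MYB40* (1).

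The alleles of a TF are compared with the same W22 libraries, which alone correlates their fold changes. In 20 simulated draws of unchanged groups against the shared W22, at most 0.25 DEGs per allele were called on average (*HSF24*) and none was shared. With so few calls, this does not show how many shared DEGs a common W22 adds to longer lists. The simulated fold changes of *HSF24* alleles had a covariance of 0.0328, against 0.335 observed. For *WRKY87* the values were 0.0598 and 0.283, and for *SBP20* 0.0585 and 0.147. Pairs of alleles of different TFs exceeded the simulated covariance as well. In imbibed embryo their median excess was 0.191, against 0.152 for same-TF pairs. It was 0.288 against 0.244 in tassel stem, 0.0434 against 0.0213 in coleoptile tip and 0.0705 against 0.0876 in seedling leaf. The excess was therefore not particular to alleles of a TF, and these differences were not tested. With the W22 replicates split so that each allele had its own pair, *E2F19* alleles shared 137 down- and 3 up-regulated DEGs and *HSF29* alleles 124 and 32, while *WRKY87* alleles shared 50 and 25, *HSF6* alleles 26 and 25 and *SBP20* alleles 9 and 10. *BZIP76* alleles then shared 31 down- and 1 up-regulated DEG (unadjusted p 0.36 for the latter), and for *MYB40* the covariance went from 0.0477 to -0.0389, with 2 down- and 1 up-regulated DEG shared. In tassel and tassel stem W22 has too few replicates to split, so part of the excess for *HSF24* may come from the shared W22. The sum over both directions fell to 309 for *HSF24*, 96 for *HSF29* and 18 for *SBP20* without mutant replicate 3, and rose to 64 for *BZIP76* without mutant replicate 1 and to 97 for *WRKY8* without mutant replicate 2.

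**Figure D1:**
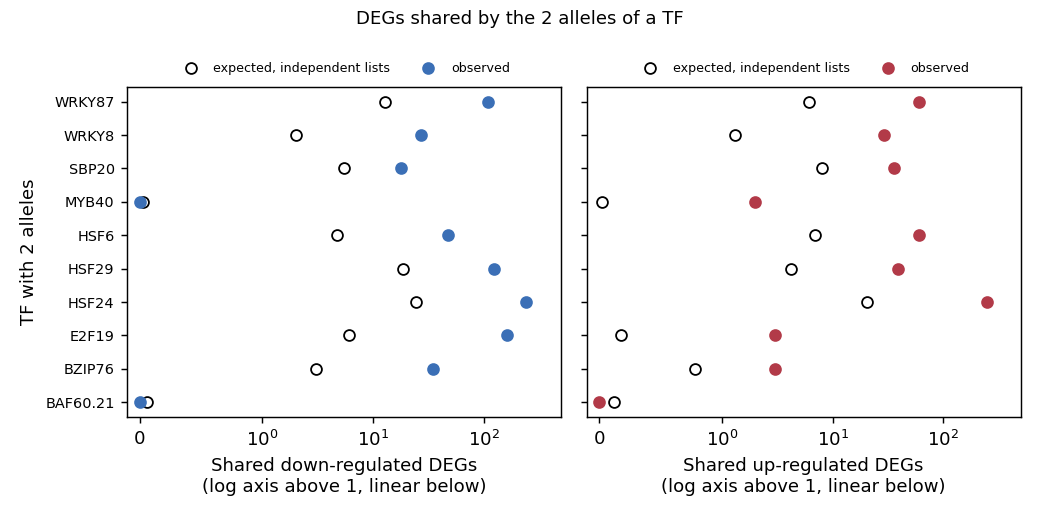
Number of DEGs shared by the 2 alleles of each TF (filled circles) beside the number that independent lists of the same lengths would share (open circles), for down-regulated (left) and up-regulated DEGs (right), on an axis that is linear near 0 and logarithmic above. Filled circles lie to the right of open circles except for *BAF60.21* in both directions and *MYB40* in down-regulated DEGs.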

While the overlap of DEGs between the 2 mutant alleles was highly significant, the proportion of the up- or down-regulated genes that are significant in both mutant alleles was highly variable (Supplementary Fig. 2). 

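As a share of the shorter list, the overlap was largest for *HSF24*, where 60.3% of the down-regulated and 61.6% of the up-regulated DEGs of *hsf24-m4* were DEGs of *hsf24-m3* too, and for down-regulated DEGs of *E2F19* (52.7%). It was 34.8% and 29.3% for *HSF29*, 23.3% and 21.2% for *WRKY87*, 19.1% and 19.6% for *HSF6* and 16.5% and 22.1% for *WRKY8* (down- and up-regulated). The smallest shares above 0 were 4.29% of up-regulated DEGs for *BZIP76*, 7.14% of up-regulated DEGs for *E2F19* and 11% of down-regulated DEGs for *SBP20*. As a share of the union of both lists, the overlap was 35.3% for down-regulated DEGs of *E2F19*, 22% for up-regulated DEGs of *HSF24* and 2.48% for down-regulated DEGs of *SBP20*. Alleles of different TFs in the same tissue also shared DEGs. In imbibed embryo, the median overlap over 115 pairs of alleles of different TFs was 10% of the union for down-regulated and 9.65% for up-regulated DEGs, against 9.06% and 9.58% over the 5 pairs of alleles of the same TF. In seedling leaf it was 6.07% over 13 pairs of different TFs against 21.9% over the 2 same-TF pairs for down-regulated DEGs, but 3.92% against 1.98% for up-regulated DEGs. In coleoptile tip it was 7.14% and 9.57% over 5 pairs of different TFs, against 0% and 4.65% for the alleles of *MYB40* (down- and up-regulated). Shared W22 libraries enter both kinds of pair, and the difference between the kinds was not tested. In seedling leaf the same-TF pairs are BC2S2, while some pairs of different TFs mix pedigrees, which was not separated from the TF.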

In several cases, >50% of the DEGs are identified in both mutant alleles, but in other cases, the overlap only accounted for 5–10% of the DEGs (Supplementary Fig. 2).

**Fig. 3.**
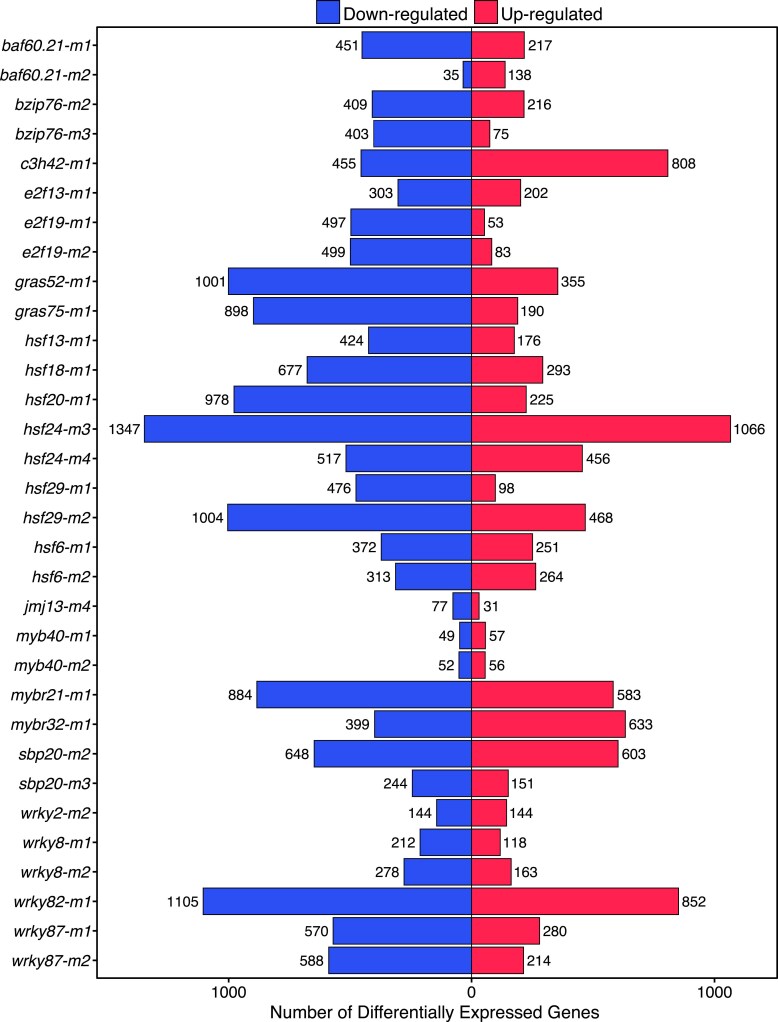
Identification of differentially expressed genes in transcription factor mutant genotypes. Genes with significant differences in expression were determined for each mutant based on comparison to W22 samples of the same tissue type using DEseq2 (FDR adjusted *P* < 0.05 and fold-change > 2). The number of significantly up- (red) or down-regulated (blue) differentially expressed genes (DEGs) in the TF mutant allele relative to the W22 control is shown.

### Morphological and metabolic phenotypic characterization of TF mutant lines

Each mutant line was grown for at least 2 field seasons with replicated plots. No obvious morphological differences were observed in segregating rows comparing mutant and wild type siblings or in plots of homozygous mutants compared to standard W22 for any of the TF mutant lines. To determine if these lines exhibited any quantitative variation in overall plant vigor, we measured 2 plant architecture traits—plant height and ear height—and recorded flowering time for a subset (12/32) of mutant alleles during 1 field season. We focused on whole plant traits that were easy to measure in the field and could reveal subtle phenotypic changes that may not be apparent by visual observation. Traits were measured in 2 environments that represented distinct planting dates in the same growing season. While there were some examples in which specific mutant alleles exhibited a significant difference in plant or ear height relative to the W22 control in 1 environment, there were no mutants with a significant difference in both environments (Supplementary File 2). This suggests that these mutants have a limited effect on plant or ear height. The analysis of relative flowering time in both environments revealed that one of the mutant alleles, *c3h42-m1*, shows a delay in tassel shedding by 7 days and ear silking by 3 days (Supplementary File 2). The other mutants did not exhibit significant changes in flowering time in these environments. Overall, these mutants may have subtle phenotypic effects, but major morphological differences were not noticeable.

As some of the TFs were selected from the initial Y1H screen as putative phenolic biosynthesis regulators, we performed targeted LC-MS for 24 phenolic compounds on all 32 mutant alleles. For all mutants, we sampled shoots 21 DAS for 2 reasons: to obtain the quantity of tissue required for LC-MS and prior W22 RNA-seq data revealed that 21/22 TFs are expressed (CPM > 2.4) in shoots 6 DAS, excluding lowly expressed HSF6 (0.55 CPM) (Monnahan *et al*. 2020). Although we back-crossed these mutant alleles to the W22 *r-g* inbred, the UniformMu W22 lines include introgression of several loci providing anthocyanin expression. To control for potential segregating variation from these introgression regions, we compared the mutant metabolite profiles to controls from both the W22 *r-g* colorless and UniformMu color-converted W22 lines (McCarty *et al*. 2005).

In total, we found that at least 1 mutant allele for 7 (*BAF60.21*, *BZIP76*, *E2F19*, *HSF13*, *HSF24*, *JMJ13*, and *MYB40*) of the 13 TFs predicted to regulate phenolic genes by Y1H exhibited statistically significant variation in at least 1 of the 24 phenolic compounds analyzed compared to both W22 controls (Fig. 4, Supplementary File 3). There were 5 phenolic compounds (caffeic acid, maysin, rhamnosylisoorientin, syringic acid, and vanillic acid) that exhibit significant down-regulation in the mutant genotype compared to W22. For 2 Y1H predicted TFs with 2 independent mutant alleles, *E2F19* and *MYB40*, the same phenolic compound is significantly down-regulated in both alleles per TF: syringic acid in *EF19* alleles, *e2f19-m1* and *e2f19-m2*, and vanillic acid in *MYB40* mutant alleles, *myb40-m1* and *myb40-m2* (Fig. 4, Supplementary File 3). In the initial Y1H screen, *E2F19* showed Y1H interactions with 3 lignin biosynthesis genes (*COMT1*, *CCR1*, and *HCT11*) upstream of syringic acid production and MYB40 exhibits Y1H interactions with 6 lignin biosynthesis genes (ALDH1, *CCR-like7*, *CCR1*, *COMT1*, *FAH1*, and *HCT6*) upstream of vanillic acid production (Supplementary Fig. 5) (Yang *et al*. 2017). In addition, *OMT1*, another lignin biosynthesis gene, was significantly down-regulated in both E2F19 mutant alleles, *e2f19-m1* and *e2f19-m2*, but was not a Y1H target (Supplementary Fig. 5).

**Fig. 4.**
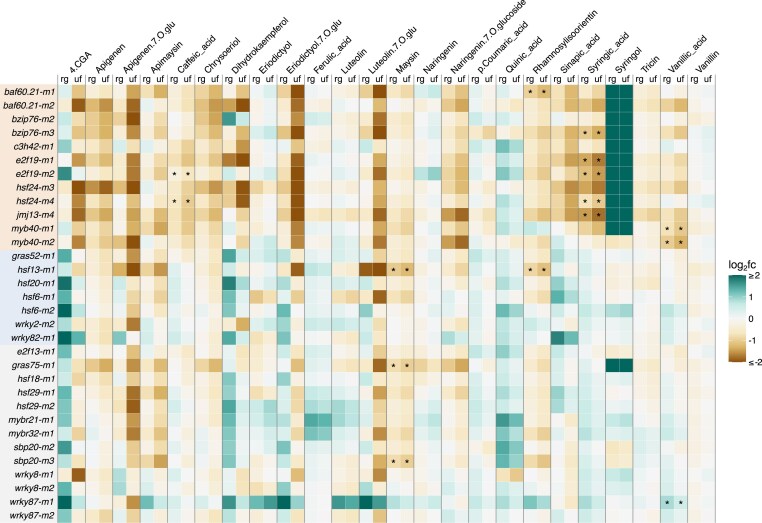
Metabolic profiles of 24 phenolic compounds in TF mutant genotypes. Targeted LC-MS was used to quantify arbitrary units of area (AUA) for 24 phenolic compounds in 32 TF mutant genotypes and 2 W22 control lines: W22 r-g colorless and UniformMu color-converted. Mutant phenolic profiles are shown as the fold change of log_2_ transformed (log_2_fc) mutant AUA compared to the AUA of each W22 control, W22 r-g or UniformMu W22 (depicted in figure columns as “rg” for W22 r-g and “uf” for UniformMu W22). Phenolic compounds that are statistically significant (unpaired *t*-test, FDR adjusted *P* < 0.05) in a mutant genotype compared to both W22 controls, “rg” and “uf”, are labeled with an asterisk (*). Alleles are grouped by PDI predictions: Y1H (tan), GCN/Y1H (blue), GCN (gray), in the same order as Fig. 1c.

### TF mutant allele DE genes reveal enriched GO terms

A potential broader functional role of the TFs was investigated by monitoring enrichment for GO terms in each set of DEGs (Wimalanathan *et al*. 2018). There were a relatively large number of GO terms with statistical significance for each mutant allele (Supplementary File 4). To compare potential functional enrichments for the different mutants, we identified the nonredundant set of 50 GO terms with the most significant enrichment for up- or down-regulated DEGs among all 32 mutant alleles (Fig. 5, Supplementary Fig. 3). There are several examples in which the 2 independent mutant alleles for a TF or mutant alleles for TFs in the same family exhibited consistent enrichments. For example, the 2 mutant alleles of *E2F19* exhibit enrichment for down-regulation of methyl esterase activity and UDP-glycosyltransferase (UGT) activity (Fig. 5). 

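In seedling leaf, 18 of 70 UGT genes, which encode enzymes that attach sugars to small molecules, were down-regulated and 1 was up-regulated in *e2f19-m1*, and 17 were down-regulated and 2 up-regulated in *e2f19-m2*. Of 8 methyl esterase genes, 6 were down-regulated in *e2f19-m1* and 7 in *e2f19-m2*. The methyl esterase gene Zm00004b010193 fell from 9.18 ± 0.844 CPM in W22 (SD, n = 4) to 3 ± 0.194 CPM in *e2f19-m1* (SD, n = 3; log2 fold change -1.61, SE 0.2, FDR 3.9e-06) and to 3.08 ± 0.898 CPM in *e2f19-m2* (SD, n = 3; -1.57, FDR 6.0e-06). Zm00004b010701, another methyl esterase gene, fell from 96.4 ± 10.9 CPM to 43 ± 2.35 and 43.2 ± 6.35 CPM (FDR 0.0016 and 0.0017). The files pair neither ID with a gene name. Of 20 phenylpropanoid biosynthesis genes, which make lignin and other phenolics, 12 were down-regulated in *e2f19-m1* and 6 in *e2f19-m2*.

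The FDR is that of edgeR's quasi-likelihood test over all genes tested. When adjusted over the list alone, UGT genes down-regulated were 19 in each allele, methyl esterase genes 6 and 7 and phenylpropanoid biosynthesis genes 12 and 7. The study chose the UGT and methyl esterase lists on both alleles and the phenylpropanoid biosynthesis list on *e2f19-m1*, from genes it had called DE, so the counts there show calls found again and not a share of a whole gene family. Part of each list, Zm00004b010701 included, belongs to the shared DEGs: after their removal, 8 UGT genes were down-regulated in each allele, and 3 and 4 methyl esterase genes. Without mutant replicate 2, methyl esterase genes down-regulated in *e2f19-m1* were 3 and phenylpropanoid biosynthesis genes 7, before removal, and UGT genes in *e2f19-m2* were 5 after removal.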

The 2 mutant alleles of *WRKY87* and 1 allele for *WRKY82* were enriched for down-regulation of mini-chromosome maintenance (MCM) and THO complex genes (Fig. 5). 

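Genes of the MCM complex, the helicase that opens DNA at replication origins, were lower in embryos of both *WRKY87* alleles and of *wrky82-m1*. Their summed level was 61.9 ± 1.83 CPM in W22 (SD, n = 4), 28.5 ± 5.01 CPM in *wrky87-m1*, 29.1 ± 4.87 CPM in *wrky87-m2* and 22.6 ± 8.43 CPM in *wrky82-m1* (SD, n = 3 each). Of the 8 MCM complex genes, 5 were down-regulated in *wrky87-m1*, 4 in *wrky87-m2* and 7 in *wrky82-m1*, with median log2 fold changes of -1.04, -1.04 and -1.47. The MCM complex gene Zm00004b030808 fell from 15.2 ± 1.51 CPM (SD, n = 4) to 6.08 ± 2.36, 6.81 ± 1.6 and 5.23 ± 1.57 CPM in these alleles (SD, n = 3 each; log2 fold changes -1.32, -1.15 and -1.53, FDR 6.0e-05, 0.00036 and 4.5e-06). Zm00004b020562 fell from 12 ± 0.983 CPM to 5.12 ± 0.584 CPM in *wrky87-m1* (-1.23, FDR 0.00038) and to 4.7 ± 2.23 CPM in *wrky82-m1* (-1.33, FDR 9.0e-05), and had 6 ± 0.794 CPM in *wrky87-m2* (-0.99). The files do not pair these IDs with names. The 5 genes listed for the THO complex, which acts in the packaging of mRNA, are all on the MCM list too, and 3, 2 and 4 of them were down-regulated in *wrky87-m1*, *wrky87-m2* and *wrky82-m1*.

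In the same libraries, genes of the response to heat were higher, with a sum of 780 ± 18.9 CPM in W22 (SD, n = 4), 1360 ± 127 CPM in *wrky87-m1*, 1420 ± 83.9 CPM in *wrky87-m2* and 1770 ± 186 CPM in *wrky82-m1* (SD, n = 3 each). Of 40 such genes, 5, 9 and 21 were up-regulated. Both shifts occurred in other embryo mutants: the MCM sum was 16.7 ± 4.93 CPM in *mybr21-m1* and 22.6 ± 3.81 CPM in *hsf29-m2* (SD, n = 3 each), and 14 of the 16 embryo alleles had a down-regulated MCM complex gene.

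Counts use the FDR of edgeR's quasi-likelihood test over all genes tested, before the removal of shared DEGs. When adjusted over the list alone they were 5, 4 and 7 for MCM, 3, 2 and 4 for THO and 6, 10 and 22 for heat. The part of the study's file held here ends before the *WRKY* alleles, so the lists used here were not built from calls in them. The paper reports MCM and THO enrichment in these alleles as well. The alleles behind the lists, among them *gras75-m1* and *hsf18-m1*, are compared with the same W22 libraries, so the counts are not independent of the lists. After removal of shared DEGs, Zm00004b030808 among them, 3, 2 and 5 MCM complex genes were left, and these were 1 in *wrky87-m1* without mutant replicate 2 or W22 replicate 3, 1 in *wrky87-m2* without W22 replicate 2 and 3 in *wrky82-m1* without mutant replicate 2. THO complex genes were 1 in *wrky87-m1* without mutant replicate 2 or W22 replicate 3, 1 in *wrky87-m2* without mutant replicate 3 or W22 replicate 2 and 2 in *wrky82-m1* without mutant replicate 2, and response to heat genes up-regulated were 2 in *wrky87-m1* without mutant replicate 2 and 5 in *wrky87-m2* without mutant replicate 1.

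**Figure D2:**
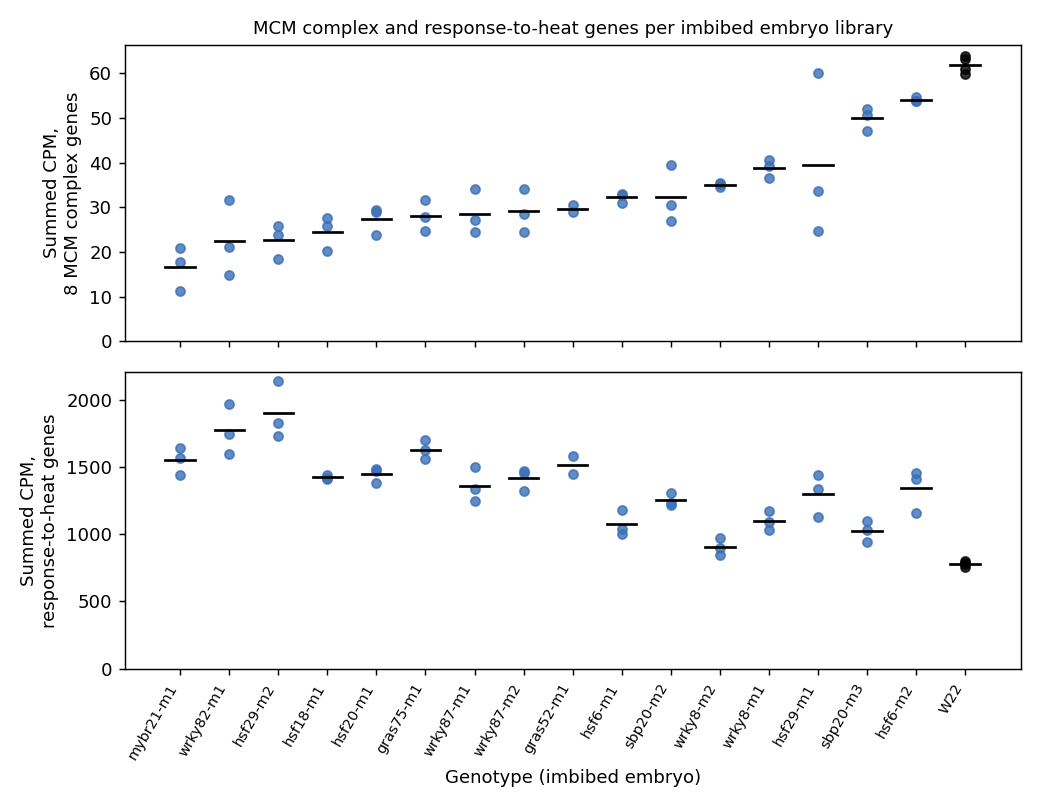
Summed CPM of the 8 MCM complex genes (top) and of the response-to-heat genes (bottom) in each imbibed embryo library, by genotype (black points W22, blue points mutant alleles, bars group means). The 4 W22 libraries have the highest group mean for MCM and the lowest for heat.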

There were several GO terms that exhibited significant enrichment in at least 8 of the mutants, including UDP-glycosyltransferase (UGT), THO complex, MCM complex, DNA unwinding, and cellular glucan metabolism. 

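UGT genes were down-regulated across many mutants. In imbibed embryo, each of the 16 alleles had down-regulated and up-regulated UGT genes among the 66 tested, with 22 down and 3 up in *gras75-m1* and 21 down and 4 up in *hsf20-m1*, and over all alleles 187 down-regulated against 64 up-regulated calls. In seedling leaf, 80 calls were down and 9 up over the 6 alleles, while in tassel 32 were down and 34 up. DNA unwinding genes, 5 of 6 of which are on the MCM list, were all 6 down-regulated in *mybr21-m1* and *hsf29-m2*, and 11 of the 16 embryo alleles had at least 1. At least 1 THO complex gene was down-regulated in 11 embryo alleles, and in 1 allele, *hsf24-m3*, outside imbibed embryo. Of the cellular glucan metabolism genes, which act on cell wall polysaccharides, at least 1 was down-regulated in each of the 16 embryo alleles, and at most 7 of 17, in *hsf29-m2* and *wrky82-m1*. The median log2 fold change of the MCM complex genes was below 0 in all 16 embryo alleles, from -1.89 to -0.25. Beside these, response-to-heat genes moved the other way, with 170 up-regulated and 2 down-regulated calls over the 16 embryo alleles.

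Calls are those of edgeR's quasi-likelihood test before the removal of shared DEGs, and alleles of a tissue share W22 libraries, so they are not independent. When adjusted over the list alone, UGT genes down-regulated were 22 in *gras75-m1* and 24 in *hsf20-m1*, DNA unwinding genes 6 in *mybr21-m1* and *hsf29-m2*, and cellular glucan metabolism genes 8 in *hsf29-m2* and 7 in *wrky82-m1*. The study chose the UGT list on both alleles named for it and the other lists on *hsf29-m2*, so the counts in these alleles were set in part by the choice of the lists. The part of its file held here does not reach *mybr21-m1* or *wrky82-m1*. The lists were thus not built from calls in those, which still share the W22 libraries. After removal of shared DEGs, UGT genes down-regulated were 16 in *gras75-m1* and 15 in *hsf20-m1*.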

Although some mutants exhibited functional enrichment of DEGs, the overall minimal enrichment signal for a particular molecular function or biological process within mutant DEG sets is consistent with plants that display no major phenotypic differences under standard growth conditions.

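In seedling leaf and coleoptile tip, several gene lists held few DEGs. Over seedling leaf alleles, these were lists such as kinesin and microtubule (at most 2 down-regulated and 3 up-regulated of 10 genes tested in any allele), response to heat (at most 1 down and 1 up of 27) and pollen tube (at most 1 down of 18). In coleoptile tip, at most 2 UGT genes were up-regulated of 76 tested in any allele, at most 2 pollen tube genes down-regulated of 21 and at most 1 cellular glucan metabolism gene down- and 3 up-regulated of 19. The response-to-heat and pollen tube lists hold genes that the study called DE in other tissues, so few DEGs here follow in part from their choice, while *e2f19-m2* is among the alleles behind the kinesin list and *e2f13-m1* among those behind the cellular glucan metabolism list. From limited enrichment of molecular functions and biological processes among the DEGs, the paper proposes a link to plants without major differences in phenotype under standard growth conditions.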

**Fig. 5.**
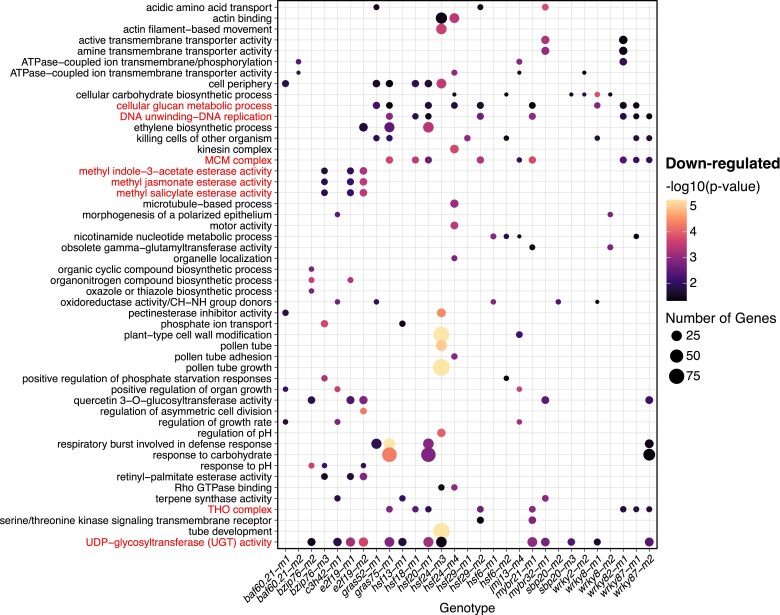
GO-based analysis of TF mutant down-regulated differential expression. A GO analysis of the down-regulated genes for all 32 mutants was used to identify a set of the top 50 nonredundant enriched terms (lowest *P*-values). Terms highlighted in red are referred to in the text. The GO enrichment levels were determined by a hypergeometric test, where the GO term observed/expected number for each gene set was tested. Circles are used to indicate each significant enrichment of GO terms for 29 of the 32 mutants (*e2f13-m1*, *myb40-m1*, and *myb40-m2* have no significant enrichments in the top 50 GO terms for down-regulated DEGs).

### A small number of Y1H predicted targets exhibit differential expression

A subset of the TFs (13/22) with mutant alleles have targets predicted from the Y1H screen. These include 5 TFs with 3 or less predicted targets and 8 TFs with at least 4 predicted targets (Supplementary Fig. 4, Supplementary File 5). 

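*C3H42* had the most Y1H predicted targets, 23, of which 19 could be tested in *c3h42-m1* tassel stem and 4 lack a W22 gene. Of the 16 predicted targets of *JMJ13*, 12 were tested in *jmj13-m4*, and of the 16 of *MYB40*, 11 were tested in each allele, with 2 lacking a W22 gene, 1 not expressed in coleoptile tip and 2 among the shared DEGs that were removed. *BAF60.21* had 9 targets with 7 tested, *BZIP76* 7 with 6 tested, *HSF24* 6 with 4 tested, and *E2F19* 4 with 3 tested. Over the 19 alleles of 13 TFs there were 139 pairs of an allele and a target. In 21 pairs the target had no W22 gene, in 7 it stayed under a CPM of 1 in every library of the tissue, in 6 it was removed as a shared DEG, and 105 pairs were tested. The 139 pairs rest on 44 distinct targets, with and without a W22 gene.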

There are some predicted Y1H targets that are not expressed in the profiled tissue or that lack a W22 gene annotation (Y1H targets were predicted for B73v4 based gene annotations) and these could not be tested for altered expression in the mutants (Fig. 6, Supplementary Fig. 5, Supplementary File 5). Most of the predicted targets that were expressed did not show evidence for differential expression in the mutants (Fig. 6, Supplementary Fig. 5). 

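*HSF20*, a heat shock factor, had 2 predicted targets and both were down-regulated in *hsf20-m1* embryos. Zm00004b020837 fell from 8.14 ± 2.04 CPM (SD, n = 4) to 3.11 ± 1.08 CPM (SD, n = 3; log2 fold change -1.40, SE 0.43, FDR 0.011), and Zm00004b014349 from 18.2 ± 5.04 CPM to 8.52 ± 1.1 CPM (-1.09, SE 0.28, FDR 0.0021). The *HSF20* transcript itself was under 1 CPM, at 0.657 ± 0.309 CPM in W22 and 0.948 ± 0.462 CPM in *hsf20-m1*, and was not DE (0.51, FDR 0.58). Of the 1151 DEGs of *hsf20-m1*, 77.4% were down-regulated. In tassel stem of *c3h42-m1*, 3 of 19 predicted targets of *C3H42* were up-regulated. They were Zm00004b003894, from 20.9 ± 5.74 CPM to 67.7 ± 21.3 CPM (SD, n = 3 each; 1.70, SE 0.33, FDR 0.0069), Zm00004b020837, from 291 ± 33.7 CPM to 684 ± 327 CPM (1.23, SE 0.34, FDR 0.038), and a gene that rose from 1.32 ± 1.05 CPM to 8.08 ± 5.97 CPM (2.61, SE 0.75, FDR 0.045). A predicted target of *E2F19* was down-regulated in *e2f19-m1*. In all, 3 of the 105 tested pairs were down-regulated, 3 up-regulated and 99 not DE. The files do not pair these IDs with names.

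This is 5.71% of the tested pairs, and the share of DEGs among all genes of each allele would give 2.65 pairs. When adjusted over the list alone, with the pairs removed as shared DEGs counted in, 5 targets were down-regulated and 8 up-regulated by edgeR's quasi-likelihood test. These include the removed *Bz1* in both *HSF24* alleles, which passed over all genes too, and the removed *A1* in *myb40-m1*. All 3 up-regulated calls are those of *c3h42-m1*, the only allele in which each library correlated best with the W22 library of its own replicate number (r 0.38 to 0.64), and with the replicate block the count was 1. It was 7 with DESeq2, 0 with each allele fitted with W22 alone, 0 without mutant replicate 2, and 1 without mutant replicate 3 or W22 replicate 1 or 2. Down-regulated targets were 6 without mutant replicate 2, and 5 without W22 replicate 1, without a low-count filter or with each allele and W22 only.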

There were only 4 significantly down-regulated and 7 significantly up-regulated Y1H predicted target genes out of more than 100 predicted targets tested for differential expression. Given the relatively small number of targets for each mutant allele, it was difficult to perform a formal significance analysis, but our results provided some initial evidence that removing a single TF has minimal functional consequences for the expression of most Y1H predicted targets. The analysis between multiple alleles for the same TF did reveal 1 potentially interesting case of confirmed functional effects for Y1H predicted targets. The gene *Bz1* (*Zm00001d045055;* a UGT involved in the glycosylation of anthocyanidins) is a predicted target of *HSF24* and is significantly down-regulated in both *hsf24-m3* and *hsf24-m4* (Fig. 6, Supplementary Fig. 6). 

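*Bz1* (Zm00004b031704 in W22) had 93.3 ± 10.9 CPM in W22 tassel (SD, n = 3), 37.9 ± 11.5 CPM in *hsf24-m3* (SD, n = 3) and 45.4 ± 3.44 CPM in *hsf24-m4* (SD, n = 3). The log2 fold changes were -1.30 (SE 0.18, FDR 0.00029) and -1.04 (SE 0.18, FDR 0.0027) by edgeR's quasi-likelihood test, and every mutant library lay below every W22 library. The alleles did not differ detectably from each other in *Bz1* (log2 -0.26, FDR 0.39), while the *HSF24* transcript was 1.14 higher on the log2 scale in *hsf24-m3* than in *hsf24-m4* (FDR 0.0012). Of the other predicted targets of *HSF24*, 4 were tested and none was DE in either allele by edgeR or DESeq2, with 1 at an unadjusted p under 0.05 in each allele, a tally added after seeing the results. *Bz1* belongs to the shared DEGs of another tissue and was therefore not counted among the tested Y1H targets. There it was DE in most alleles, all of them of other TFs. By gene model number it lies within stretches dense in DEGs in *mybr21-m1*, *wrky87-m1* and *wrky8-m1*, but outside those of both *HSF24* alleles. Loss of *HSF24* was not separated here from the genetic difference between the W22 *r-g* control and the UniformMu lines. Adjusted over the list alone of Y1H targets, *Bz1* was down-regulated in both *HSF24* alleles. In *hsf24-m4* its fold change lay just under the 2-fold minimum without mutant replicate 1 (-1.0), W22 replicate 2 (-1.0) or W22 replicate 3 (-0.99).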

The *Bz1* gene contains 2 predicted HSF binding sites located in the Y1H cloned promoter region. 

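*HCT11* (Zm00001d020530, Zm00004b036018 in W22), a hydroxycinnamoyltransferase gene of phenolic biosynthesis and a predicted target of *E2F19*, was lower in both alleles of *E2F19* in seedling leaf. It had 15.6 ± 1.11 CPM in W22 (SD, n = 4), 7.1 ± 0.641 CPM in *e2f19-m1* (SD, n = 3) and 8.2 ± 2.03 CPM in *e2f19-m2* (SD, n = 3). The log2 fold change was -1.14 (SE 0.19, FDR 0.00014) in *e2f19-m1* and -0.93 (SE 0.19, FDR 0.0011) in *e2f19-m2* by edgeR's quasi-likelihood test, so that *e2f19-m2* passed the FDR and not the 2-fold minimum. All 3 libraries of each allele lay below the 4 W22 libraries (14.8 to 17.2 CPM). A direct comparison of the alleles did not detect a difference (log2 -0.21, SE 0.2, FDR 0.85). Without mutant replicate 2, the log2 fold change in *e2f19-m2* was -1.14, past the minimum.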

The *E2F19* predicted target gene *HCT11* (*Zm00001d020530*) is significantly down-regulated in *e2f19-m1* and is down-regulated in *e2f19-m2* but not significantly DE (Supplementary Fig. 6). 

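*A1* (Zm00001d044122, Zm00004b019556 in W22), which encodes dihydroflavonol reductase of anthocyanin synthesis and is a predicted target of *MYB40*, was weakly expressed in coleoptile tips of W22, at 0.776 ± 0.385 CPM (SD, n = 4). It had 5.26 ± 1.63 CPM in *myb40-m1* (SD, n = 3), with all 3 libraries above all 4 W22 libraries, and 1.57 ± 1.22 CPM in *myb40-m2* (SD, n = 3). The log2 fold change was 2.77 (SE 0.65, FDR 0.052) in *myb40-m1* and 1.03 (SE 0.69, FDR 0.66) in *myb40-m2* by edgeR's quasi-likelihood test over all genes, so neither was called. Adjusted over the list alone of Y1H targets, *A1* was called in *myb40-m1*. A direct comparison of the alleles did not detect a difference (log2 1.73, SE 0.67, FDR 0.56). *A1* in *myb40-m1* was called with DESeq2 (2.76), without the filter on low counts (2.77), with *myb40-m1* and W22 fitted alone (2.77) and without mutant replicate 3 (3.01). *A1* is among the shared DEGs of another tissue, where it was DE in most alleles, all of them of other TFs. Loss of *MYB40* was not separated here from the genetic difference between the W22 *r-g* control and the UniformMu lines.

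**Figure D3:**
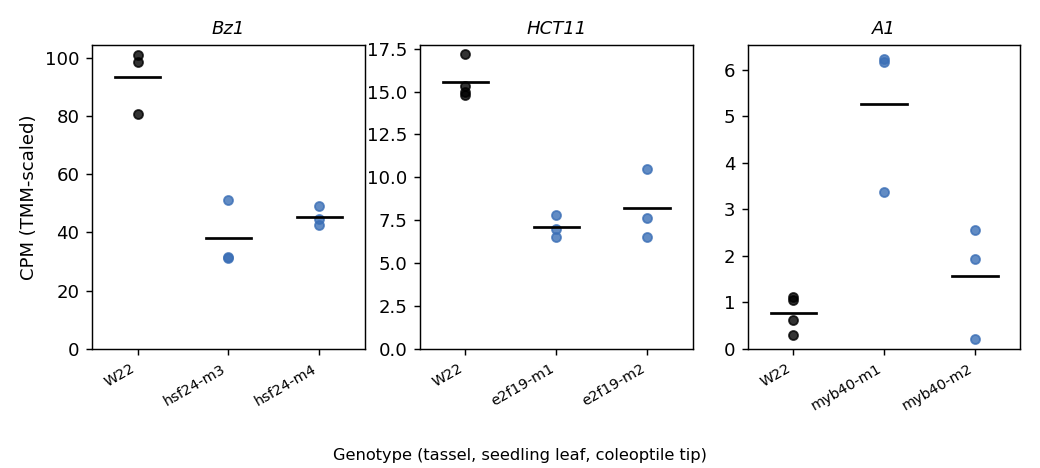
CPM of *Bz1* in tassel, *HCT11* in seedling leaf and *A1* in coleoptile tip, with 1 point per library and a bar at the mean of each genotype. Mutant points lie below W22 for *Bz1* and *HCT11*, while those of *A1* lie above W22 in *myb40-m1* and overlap it in *myb40-m2*.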

The *MYB40* predicted target gene *A1* (*Zm00001d044122*) has 5 MYB transcription factor binding sites within the Y1H cloned promoter region and is significantly up-regulated in *myb40-m1 but* is not significantly DE in *myb40-m2* (Supplementary Fig. 6).

**Fig. 6.**
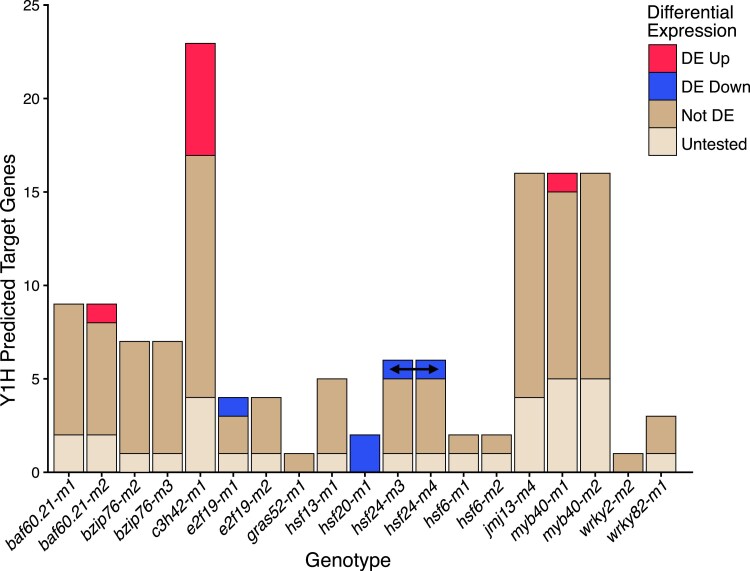
Limited examples of differential gene expression for targets predicted by yeast 1-hybrid. The expression of each of the putative targets of each TF that were identified in Y1H analyses (Supplementary File 2) was assessed in the mutants. Each predicted target was classified as DE (Up or Down), not DE, or untested. The untested genes include genes that did not have an annotation in the W22 genome and genes that are not expressed in this tissue. The predicted target (*Bz1*, Zm00004b031704) that is significantly down-regulated in both *hsf24* mutant alleles is indicated by an arrow.

### Some TF mutants exhibit enriched differential expression of GCN predicted targets

The GCN predictions provided a much larger set of predicted targets for most of the TFs in this study (Supplementary Fig. 4, Supplementary File 5). Our analysis primarily focused on the full set of predicted targets that are identified in at least 1 of the GCNs (referred to as n1), but for some analyses, we also assessed enrichments for targets that were found in at least 3 of the GCNs (referred to as n3). For GCN predicted TFs, we observed 13 out of the 29 alleles exhibited significant enrichment of predicted targets in the set of DEGs (Fig. 7a). There are 3 mutant alleles with significant enrichment for only down-regulation, 4 mutant alleles with significant enrichment for only up-regulation, and 6 mutant alleles (*hsf18-m1*, *hsf20-m1*, *hsf6-m1*, *mybr32-m*1, and *wrky82-m1*) with significant enrichment for both up- and down-regulated target genes (Fig. 7a). In most cases, the level of enrichment for targets is only 1.5–2-fold (Fig. 7a). While there is a significant enrichment for differential expression of predicted target genes for some of the TFs, the majority (>80%) of the GCN predicted targets did not exhibit differential expression in the mutant relative to wild type (Fig. 7b). A similar set of analyses were performed after restricting the predicted targets to genes identified in at least 3 of the GCNs, n3 (Supplementary Fig. 7). For 3 TFs (*HSF18*, *HSF20*, and *WRKY82*), the targets predicted in at least 3 GCNs, n3, exhibit higher enrichment for differential expression than those predicted in at least 1 GCN, n1 (Supplementary Fig. 7a, Fig. 7a), but most predicted targets did not exhibit altered expression (Supplementary Fig. 7b).

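For *HSF29*, none of the 18 n3 targets was DE in *hsf29-m1* and 1 was down-regulated in *hsf29-m2*, Zm00004b025793, from 2.78 ± 1.25 CPM (SD, n = 4) to 1.31 ± 0.534 CPM (SD, n = 3; log2 fold change -1.09, SE 0.38, FDR 0.023). For *SBP20*, 2 of 13 tested n3 targets were DE in *sbp20-m2* and none in *sbp20-m3*. They were Zm00004b014433, which fell from 8.36 ± 1.48 to 4.03 ± 0.596 CPM (-1.05, SE 0.26, FDR 0.0019), and Zm00004b003887, which rose from 1.04 ± 0.538 to 3.21 ± 0.835 CPM (1.62, SE 0.51, FDR 0.014). None of the tested n3 targets of *BZIP76* (4), *C3H42* (1), *WRKY2* (7) or *WRKY8* (4) was DE in an allele of its TF by edgeR's quasi-likelihood test. The files do not pair these IDs with names. Over these 6 TFs, whose n3 lists in Supplementary File 5 were held complete, 86 of 93 pairs of an allele and a target were tested, 7 pairs involve shared DEGs that were removed, and 83 of the 86 (96.5%) were not DE. In a tally added after seeing the results, 33 pairs had an unadjusted p under 0.05, 11 of them in *hsf29-m2*, 6 in *hsf29-m1*, 6 in *sbp20-m2* and 5 in *sbp20-m3*, where the share of all genes at that p in each allele would give 25.1 pairs, a difference that was not tested, and DESeq2 called 3 pairs in all. The n3 lists of the other TFs were held in part and were not analysed here.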

**Fig. 7.**
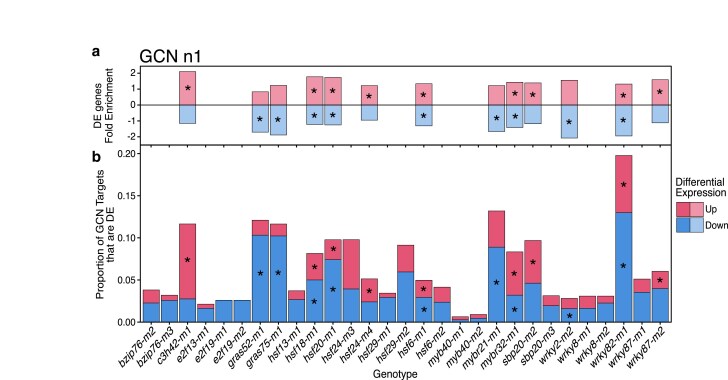
Enrichments of gene co-expression network (GCN) n1 predictions for some TF mutants. The predicted targets for each mutant were identified based on co-expression interactions detected in at least 1 of the 45 GCNs (GCN n1) (Supplementary File 2). a) For each mutant allele, we calculated the fold-enrichment of DE genes that were predicted targets (the observed number of GCN n1 predicted target genes that were significantly DE divided by the expected number of DE predicted targets) and the enrichments are shown for any mutants that exhibit significant enrichment (*P < 0.05). b) The proportion of GCN predicted targets that are up- (red) or down-regulated (blue) in each mutant is shown. For each allele, significant hypergeometric enrichment for up- and/or down-regulated DE target genes were marked (*).

## Discussion

Perturbing GRNs is considered a potential mechanism to influence traits in many species. Substantial investments have been made to develop GRNs that predict the functional targets for many TFs and to generate mutant collections for maize genes. In this study, we monitored the consequences of mutant alleles for 22 maize TFs within predicted GRNs. These TFs were selected based on prior Y1H work to identify TFs that bind to promoters of multiple genes in the phenylpropanoid pathway (Yang *et al*. 2017) or based on GCN analyses (Zhou *et al*. 2020). All the mutant lines that were analyzed are derived from the UniformMu population and are in a W22 genetic background (McCarty *et al*. 2018). Loss-of-function for the single TFs in this study did not result in major phenotypes in the field environments. In contrast, targeted metabolic profiling of 24 phenolic compounds did reveal that the absence of a single functional TF may significantly change phenolic accumulation. This was most evident for 2 TFs, *E2F19* and *MYB40*, that were predicted to be regulators of phenolic biosynthesis in the Y1H screen and exhibited significant phenolic compound down-regulation in both independent mutant alleles isolated per TF.

Transcriptome profiling was utilized for 3 distinct purposes in this study: evaluation of the mutant allele transcripts, GO enrichment analyses of genes with altered expression, and assessment of expression changes for GRN predicted targets. Although we initially performed transcriptome profiling on a larger set of UniformMu mutant alleles (Ellison *et al*. 2023), for this study, we focused on the subset of alleles that most likely represent loss-of-function mutations. Evaluation of TF gene expression levels in the mutant alleles revealed some cases of reduced expression, but most genes did not exhibit a significant change in transcript abundance. However, the mutants often had reduced coverage in regions flanking the *Mu* insertion site, which is expected if the mutant transcripts include sequences that are novel relative to the W22 reference genome (Ellison *et al*. 2023). To identify potential loss-of-function alleles, we performed de novo transcriptome assemblies and found that for most of the mutant alleles with a *Mu* insertion in the coding sequence there are often multiple transcripts generated (Ellison *et al*. 2023). Mutant alleles were selected as loss-of-function mutations if there was transcript assembly evidence that the original full-length protein could not be encoded.

Investigating enrichment of GO terms in genes that are DE can be useful in understanding functional consequences of the mutant alleles. Many of the mutants exhibited significant enrichments for some GO terms in the up- or down-regulated DE genes. However, a specific biological function of the TFs could not be determined based on the significantly enriched GO terms.

The evaluation of transcript abundance for genes that are predicted as targets for each of the TFs revealed some examples of altered expression. In about a third of the TFs with GCN predictions, there was a significant enrichment of the predicted targets within the DEGs. However, the majority of the DEGs for any specific mutant line are not predicted targets and most of the predicted targets are not DE. We considered 3 main explanations for this observation. One potential explanation is that the GRN predictions have a high rate of false positives. The types of data used to generate the GRN predictions in this study are both known to have false positives. Y1H assays are conducted in the absence of the normal chromatin environment of the endogenous promoters and can generate false positives. Co-expression analyses are simple guilt-by-association approaches and can suggest functional interactions for sets of genes that are co-expressed in similar patterns, even if these genes have independent regulation. In addition, the GCNs that were used to make predictions were largely based on RNA-seq data from B73 or large panels of maize diversity and these may be less effective at predicting interactions in W22. While these false positives can occur in both types of GRN predictions, Y1H and GCN, we are not confident that this is a primary explanation for the low validation rates we observed. A second explanation is that the TF plays a secondary role in regulation of the predicted target gene resulting in minor changes to gene expression, at least under some conditions. Transcriptional regulation of gene expression can be controlled by large complexes of >50 TFs with TFs directly or indirectly tethered to the target gene promoter (Nakagawa *et al*. 2018; Göös *et al*. 2022). Some of the TFs within the complex will play a primary role in either bringing the complex to DNA or keeping the complex together, but many of the TFs have secondary roles that may involve fine-tuning of gene expression (Mouchiroud *et al*. 2014; Parab *et al*. 2022). These minor changes in gene expression would have been missed with the criteria used to identify DEGs between the TF loss-of-function alleles and wild type in this study. A third explanation is the potential for functional redundancy in the regulation of these predicted targets. This redundancy could be due to highly similar TFs (either retained duplicated genes from the recent whole-genome duplication event in maize or other members of the same TF family) or other TFs that independently regulate the same target gene. It is worth noting that, in many cases, there are substantial numbers of DEGs in the single TF knockouts, so along with the possibility that there is partially redundant regulation of target genes, there must be some nonredundant function of these TFs. The explanation of redundancy could explain why some of the predicted targets are not DE, but we often did not find evidence from Y1H or GCN data that would have implicated other highly similar TFs. This might suggest that the GRN predictions tend to highlight specific potential TF–target interactions when the biological reality might be much more complex. In most cases, we were not able to recover loss-of-function alleles for multiple related TFs, which reduces our ability to perform targeted analyses of redundant regulation. Future studies that utilize genome editing or other approaches to create loss-of-function alleles in multiple TF family members could better explore the potential redundancy of regulation in these pathways.

## Supplementary Material

jkae274_Supplementary_Data

## Data Availability

Raw RNA-seq data is available at NCBI BioProject: PRJNA936808. Processed gene expression data and meta data for the RNA-seq samples in this study are available at GEO Series: GSE280139. The code used for data analysis is available at https://doi.org/10.5281/zenodo.14176001 and the GitHub repository https://github.com/erikamag/GRN_manuscript. Supplemental material available at G3 online.

# Supplementary material for: Transcriptome profiling of maize transcription factor mutants to probe gene regulatory network predictions
**Source:** G3 (Bethesda). 2024 Nov 20;15(1):jkae274. doi: 10.1093/g3journal/jkae274

Number of Possible Shared DE Genes
Number of Shared DE Genes

Down-regulated

Up-regulated

Genotypes

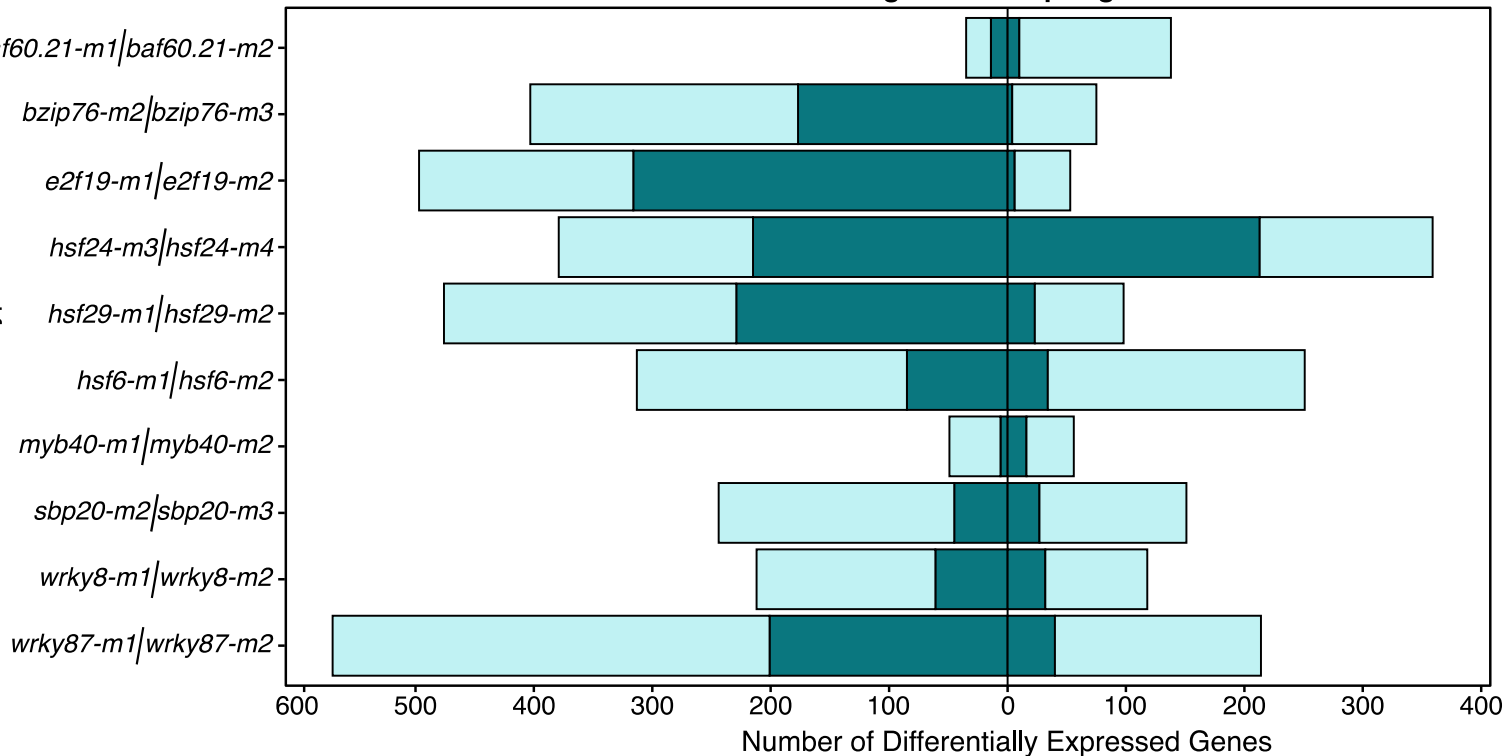

**Supplement:** jkae274_Supplementary_Data

# Supplementary material for: Transcriptome profiling of maize transcription factor mutants to probe gene regulatory network predictions
**Source:** G3 (Bethesda). 2024 Nov 20;15(1):jkae274. doi: 10.1093/g3journal/jkae274
**Supplement:** jkae274_Supplementary_Data

**Supplemental Material Legends**

**Figure S1. Principal component analysis (PCA) of RNA-seq data.** PCA was performed separately on the RNA-seq samples for each of the 5 tissues: a) embryo imbibed, b) seedling leaf, c) coleoptile tip, d) tassel stem, e) tassel. Different symbols/colors are used for each genotype and ellipses are used to show the group of three biological replicates (except for *gras52-m1* which only has 2 replicates). Clustering was performed using CPM values for all genes that are expressed at > 1 CPM in control samples in the relevant tissue. Gene CPM values were arcsine transformed and scaled to have unit variance. The PCATools package in R was used to calculate principal components.

**Figure S2.** **Proportion of shared out of possible down- or up-regulated differentially expressed (DE) genes for TFs with multiple independent mutant alleles.** The number of shared DE genes (dark shading) as a proportion of the total possible DE genes that could be shared between alleles (light shading) for either up- or down-regulated DE gene sets. For all 10 TFs, the proportion of both down- and up-regulated DEGs shared between the two mutant independent alleles per TF (dark shading) represents a significant hypergeometric enrichment (p < 0.05) of finding more than the expected number of shared DEGs.

**Figure S3. GO-based analysis of TF mutant up-regulated differential expression.** A GO analysis of the up-regulated genes for all 32 mutants was used to identify a set of the top 50 non-redundant enriched terms (lowest p-values). The GO enrichment levels were determined by a hypergeometric test, where the GO term observed/expected number for each gene set was tested. Circles are used to indicate each significant enrichment of GO terms for 25 of the 32 mutants (*hsf20-m1, hsf29-m1, myb40-m1, myb40-m2, wky8-m1, wrky8-m2, wrky87-m2* have no significant enrichments in the top 50 GO terms for up-regulated DEGs).

**Figure S4. The number of predicted targets for each TF gene with mutant alleles.** Prior GRN work using yeast one-hybrid (Y1H) or gene co-expression networks (GCNs) have predicted putative targets for many maize TFs. For the 22 TFs assessed in this study the number of predicted targets based on a) Y1H or b) GCNs are shown for the mutant alleles tested. These values represent the number of predicted targets based on analysis of B73v4 gene annotations. The Y1H targets include genes identified in Yang *et al.* 2017 as well as additional targets based on further screening from Abnave *et al.* 2024. The GCN predicted targets identified in Zhou *et al.* 2020 were filtered to require syntenic ortholog annotations in W22 and expression of CPM > 1 in the tested tissue. Tan (n3) indicates predicted targets identified in at least 3/45 GCNs while brown (n1) indicates targets detected in at least one of the 45 GCNs.

**Figure S5. Expression changes for phenylpropanoid pathway genes in the TF mutants.** The relative expression in mutant compared to wild-type is shown for 61 phenylpropanoid pathway gene Y1H targets. The phenylpropanoid pathway genes are ordered by pathway branch (general, flavonoids, lignins) and enzyme with color coding on the right side of the plot. Y1H positive interactions are shown using an asterisk (*). The relative expression is indicated using color [DE Up or Down: differentially expressed (log_2_ fold change ≥ 1 and FDR adjusted p < 0.05); Trending Up or Down: fold change ≥ 1.5, but not differentially expressed; Not DE: not differentially expressed and fold change < 1.5; Untested: not expressed (CPM < 1) or no W22 gene annotated].

**Figure S6. Expression differences of three Y1H predicted target genes in TF regulator mutant and wild type genotypes.** The CPM values for each biological replicate (n ≥ 3) are for shown for three phenolic genes from Y1H TF-target predictions: *MYB40-A1, HSF24-Bz1, and E2F19-HCT11*. Mutant allele (pink) and wild-type W22 (blue) biological replicates are plotted comparatively with significant differential expression indicated (*); log_2_ fold change ≥ 1 and FDR adjusted p < 0.05.

**Figure S7. Enrichments of gene co-expression network (GCN) n3 predictions for some TF mutants.** The predicted targets for each mutant were identified based on co-expression interactions detected in at least 3 of the 45 GCNs (GCN n3) (File S2). a) For each mutant allele we calculated the fold-enrichment of DE genes that were predicted targets as the observed number of GCN n3 predicted target genes that were significantly DE divided by the expected number of DE predicted targets. Enrichments are only shown for the mutants that exhibit significant enrichment (*, p < 0.05) in at least 1/45 GCNs (n1) - see Figure 7a. b) The proportion of GCN predicted targets that are up- (red) or down-regulated (blue) in each mutant is shown. For each allele, significant hypergeometric enrichment for up- and/or down-regulated DE target genes were marked (*).

**Table S1. 32 Maize TF mutant alleles isolated from the UniformMu population to test GRN predictions.** Mutant allele transcriptome data obtained, UniformMu Mu ID and Stock, Pos: Mu insertion position within the gene, Pedi: pedigree of the mutant stock sampled for RNA-seq (BC = backcross, S = self), and PDI: protein-DNA interaction prediction method. RNA-seq CPM and FPKM for TF mutant and wild-type W22, DE data averaged across biological replicates (N), log_2_fc: log_2_ fold change of mutant to control, lfcSE: log fold change standard error and FDR adjusted p-value. Data for TF genes that are that are DE in the mutant compared to the wild-type are highlighted.

**File S1. Differentially expressed genes for each TF mutant allele.** Up- and down-regulated DE genes (log_2_fc ≥ 1 and FDR adjusted p-value < 0.05) for each mutant allele and those shared by multiple independent alleles per TF in this study.

**File S2. Morphological traits measured for a subset of TF mutant alleles.** Morphological traits were measured for 12 mutant alleles in two different fields during one field season. Measurements for two plant architecture traits (measured in cm): plant height (PHT) and ear height (EHT) and two flowering time dates: days to tassel shedding (DTT) and days to ears silking (DTE) are recorded for each mutant row and multiple W22 control rows per field (X-6 or X-7). Significance test (unpaired t-test, FDR adjusted p-value < 0.05) results for log transformed PHT and EHT values between each mutant row and the combined W22 control rows within a field are included.

**File S3. Metabolite data for 24 phenolic compounds in 32 TF mutant alleles.** The first sheet contains the raw LC-MS data arbitrary units of area (AUA) and limits of detection (LOD) for each phenolic compound per genotype, biological replicate and LC-MS batch (1 or 2). The mean AUA and standard deviation for the three biological replicates are included. AUA was log_2_ normalized for statistical analyses. The second sheet, log_2_ AUA t-test, contains the unpaired t-test statistic, raw p-values, and FDR adjusted p-values for each mutant allele compared to both controls: W22 r-g or UniformMu W22 (ufmu). Significance (FDR adjusted p-value < 0.05) is denoted by an asterisk (*) and not significant (ns).

**File S4. Significant hypergeometric enrichment of GO terms associated with TF mutant allele differentially expressed genes.** The subset (n) of TF mutant allele up- or down-regulated DEGs (B73v4 and W22 gene IDs recorded) with a significant GO term enrichment (hypergeometric, p-value < 0.05).

**File S5. Predicted targets from GCN and Y1H methods for all transcription factors in this study.** TF-target predictions are listed by prediction method: y1h; Y1H screen, n1; 1/45 GCNs, and/or n3; 3/45 GCNs. For TFs with Y1H predictions, total targets (n) represent all B73v4 target genes. For TFs with GCN predictions, total targets (n) represent a subset of the predicted B73v4 targets that have an annotated W22 gene model and are expressed (CPM ≥ 1 in at least one sample/tissue).

How the deposited data were processed for this re-analysis (not part of the article)

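The deposited table holds, for each library and W22 gene model, raw counts by the authors, which were used for all tests. The authors' CPM column was read as a score, since it sums to 0.645 to 1.89 M (mega, as in Mb) per library. It served only for W22 levels of TF genes beside those from counts, and for ranking the tissues by W22 level. The authors' marks of expressed and removed genes were used in added settings, and the FPKM column was left out. All 113 libraries were mapped to a tissue, genotype and replicate, and none was left out. From the submitters' notes, Trim Galore 0.6.5, HISAT2 2.1.0, featureCounts 2.0.1 and edgeR 3.28.0 were used upstream, and the paper names DESeq2 1.30.1 for DEGs.

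Scripts ran in R 4.3.3 with edgeR 4.0.16 (with limma 3.58.1 beneath it), DESeq2 1.42.0 and data.table 1.17.8. In each tissue, genes with a CPM of at least 1 in at least 1 library were kept, scaled by TMM and fitted in 1 model over all genotypes, and each allele was compared with W22 by edgeR's quasi-likelihood test. The FDR is Benjamini-Hochberg over all genes tested in the tissue. A DEG has an FDR under 0.05 and an absolute log2 fold change of at least 1, belongs to a gene model paired 1-to-1 with B73v4 and is not DE in more than 0.5 of the alleles of imbibed embryo, tassel stem or seedling leaf. TF genes and *Bz1*, *HCT11* and *A1* were called without that removal, and gene lists were counted before and after it. Overlaps were tested with the hypergeometric distribution. Chance sharing through the common W22 libraries was simulated with 20 draws, and permutation tests used 100000 permutations.

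Gene lists were built from the rows of Supplementary File 4 held here, and Y1H and n3 targets from Supplementary File 5. The choices of main tests, alternatives and named genes were made before the data were examined, while values in the paper's tables had been seen. The tests of patterns, the tallies at an unadjusted p and the tally of IDs from the paper's DEG lists were added after the results were seen. The named genes are the 22 TF genes, *Bz1*, *HCT11*, *A1*, Y1H targets that are DEGs, up to 4 DEGs per gene list, up to 5 DEGs up and 5 down per allele with a mean CPM of at least 5 and no overlap with W22, up to 10 such genes shared by the alleles of a TF, the 5 genes shared by most alleles per tissue and n3 targets that are DEGs. IDs without a name are printed for at most 2 genes up and 2 down.

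The alternatives were DESeq2, RLE size factors, no low-count filter, filterByExpr, each allele and W22 only, a replicate block, leaving out each replicate in turn, no removal, removal pooled over tissues, no fold minimum, all W22 gene models, split W22 replicates and 3 settings of the clustering (log2 with a pseudocount of 1 or 0.1, mean CPM of at least 5). The authors' marks with edgeR or DESeq2 were added after seeing the data.

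In a self-test, counts were simulated with 200 changed genes in 1 allele per tissue. At a 4-fold change edgeR called 93% in imbibed embryo, 99% in seedling leaf, 95% in coleoptile tip, 89% in tassel stem and 100% in tassel, and at a 2-fold change 42%, 46%, 45%, 34% and 36%. DESeq2 called 97%, 98%, 96%, 93% and 100% at 4-fold.

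Median total counts per group, in M with the lowest and highest in brackets, were as follows. Coleoptile tip: W22 20.3 (17.7 to 27.1), *e2f13-m1* 21.6 (19.9 to 22.7), *myb40-m1* 21.8 (19.9 to 28.2), *myb40-m2* 19.7 (19.7 to 26), *wrky2-m2* 19.7 (18 to 23.9). Imbibed embryo: W22 17.5 (14.9 to 19.7), *gras52-m1* 31.5 (22.7 to 40.3), *gras75-m1* 19.6 (16.2 to 27.3), *hsf18-m1* 17.2 (16.9 to 19.3), *hsf20-m1* 19.1 (17.2 to 23.2), *hsf29-m1* 17 (15.9 to 24.8), *hsf29-m2* 19.6 (18.5 to 20), *hsf6-m1* 17.7 (14.7 to 18.5), *hsf6-m2* 21.9 (19.8 to 24.2), *mybr21-m1* 23.7 (14.8 to 35.9), *sbp20-m2* 31.1 (28.8 to 47.6), *sbp20-m3* 24.5 (23.7 to 27), *wrky8-m1* 21.1 (19.8 to 22.3), *wrky8-m2* 25.3 (18.4 to 29), *wrky82-m1* 17.1 (14 to 20.6), *wrky87-m1* 20.1 (19.2 to 24.8), *wrky87-m2* 18.8 (16.1 to 34.6). Seedling leaf: W22 20.9 (18.3 to 30.7), *bzip76-m2* 21.7 (18.4 to 24.5), *bzip76-m3* 19.4 (17.6 to 21.3), *e2f19-m1* 19.2 (18.5 to 30.7), *e2f19-m2* 27.3 (21.4 to 27.8), *hsf13-m1* 23.3 (22.2 to 24.3), *mybr32-m1* 29.1 (21.1 to 31.6). Tassel: W22 15.8 (14.9 to 16.8), *hsf24-m3* 15.6 (15.3 to 15.7), *hsf24-m4* 16 (14.7 to 18.1). Tassel stem: W22 27.7 (26.8 to 28.6), *baf60.21-m1* 24.8 (24 to 28.2), *baf60.21-m2* 26.9 (22.8 to 34.1), *c3h42-m1* 24.8 (24.8 to 29.6), *jmj13-m4* 25.9 (25.4 to 26.8).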

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

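The rules behind these values were fixed before, and the tests of patterns were chosen after seeing the results. In imbibed embryo of W22, *HSF20* had 0.198 CPM in replicate 4 against 0.755 to 0.869 CPM in the others. The summed CPM of DNA unwinding genes was 45.8 in replicate 3 (43.5 to 43.9 in the others) and that of secondary cell wall genes 272 in replicate 3 (at most 209). In seedling leaf of W22, *BZIP76* had 3.5 CPM in replicate 4 (4.34 to 4.47) and *HSF13* 47 CPM in replicate 2 (52.1 to 52.6). In each case the sample lay far from the other 3. Chance flags about 1 in 20 groups: of 80 groups tested, 5 had such a sample and 4 would by chance.

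The TF gene itself differed between the alleles of 5 TFs by edgeR's quasi-likelihood test of the difference. As log2 of the first over the second allele, the values were 1.31 for *BAF60.21* (SE 0.1, FDR 2.9e-06), 1.02 for *BZIP76* (SE 0.23, FDR 0.0058), 1.14 for *HSF24* (SE 0.17, FDR 0.0012), -0.68 for *SBP20* (SE 0.17, FDR 0.0034) and 1.79 for *WRKY8* (SE 0.34, FDR 0.00084).

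Gene models without a 1-to-1 B73v4 partner, which the paper does not analyse, held DEGs as well. In the allele with the most in each tissue they were 384 in *wrky82-m1* (225 down, 159 up, of 2738 tested), 150 in *mybr32-m1* (72 down, 78 up, of 2184), 97 in *e2f13-m1* (55 down, 42 up, of 2538), 136 in *baf60.21-m1* (78 down, 58 up, of 2569) and 419 in *hsf24-m3* (267 down, 152 up, of 2602).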

How the results depend on the processing

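The log2 fold changes of *Bz1*, *HCT11* and *A1* kept their sign in every setting. All values kept their side of the threshold or stayed within 1.5 times of the reported one under RLE size factors and filterByExpr. The DEG counts did so with all W22 gene models, and the count of libraries nearest to one of their genotype in the 3 other settings of the clustering. In these it still went from 11 of 16 to 15 (log2) or 9 (mean CPM of at least 5) in coleoptile tip and from 9 of 15 to 13 (log2) in tassel stem. The count of alleles with more down-regulated DEGs stayed within that range in every setting. Of these results, values that moved by more than 1.5 times or crossed a threshold are given by setting, and the cause was not tested except where the setting's construction shows it. No setting varied depth, so what it limits was not tested. The W22 means of *A1* in coleoptile tip (0.776 CPM) and of *HSF6* (0.518 CPM) and *HSF20* (0.657 CPM) in imbibed embryo lay under 1 CPM.

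Without the removal of shared DEGs, more genes are counted by construction, the values were: DEGs baf60.21-m2 74, DEGs bzip76-m2 763, DEGs bzip76-m3 588, DEGs e2f13-m1 475, DEGs e2f19-m1 665, DEGs e2f19-m2 694, DEGs gras52-m1 2726, DEGs gras75-m1 2473, DEGs hsf13-m1 673, DEGs hsf18-m1 2245, DEGs hsf20-m1 2464, DEGs hsf29-m1 1721, DEGs hsf29-m2 2883, DEGs hsf6-m1 1751, DEGs hsf6-m2 1867, DEGs jmj13-m4 64, DEGs myb40-m1 105, DEGs myb40-m2 91, DEGs mybr21-m1 2863, DEGs sbp20-m2 2525, DEGs sbp20-m3 1243, DEGs wrky2-m2 305, DEGs wrky8-m1 1064, DEGs wrky8-m2 1062, DEGs wrky82-m1 3421, DEGs wrky87-m1 2138 and DEGs wrky87-m2 2141; DEGs shared by the 2 alleles of BAF60.21 31, DEGs shared by the 2 alleles of BZIP76 276, DEGs shared by the 2 alleles of E2F19 409, DEGs shared by the 2 alleles of HSF29 1296, DEGs shared by the 2 alleles of HSF6 1052, DEGs shared by the 2 alleles of MYB40 22, DEGs shared by the 2 alleles of SBP20 730, DEGs shared by the 2 alleles of WRKY8 565 and DEGs shared by the 2 alleles of WRKY87 1330; Y1H targets down-regulated 5, MCM complex genes down-regulated in wrky87-m1 5, MCM complex genes down-regulated in wrky87-m2 4, UDP-glycosyltransferase genes down-regulated in e2f19-m1 18, UDP-glycosyltransferase genes down-regulated in e2f19-m2 17, methyl esterase genes down-regulated in e2f19-m1 6 and methyl esterase genes down-regulated in e2f19-m2 7.

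With the removal pooled over tissues, which removes fewer genes, the values were: DEGs baf60.21-m2 39, DEGs bzip76-m2 657, DEGs bzip76-m3 530, DEGs e2f19-m1 600, DEGs e2f19-m2 629, DEGs gras52-m1 2076, DEGs gras75-m1 1805, DEGs hsf18-m1 1598, DEGs hsf20-m1 1806, DEGs hsf29-m1 1075, DEGs hsf29-m2 2214, DEGs hsf6-m1 1119, DEGs hsf6-m2 1203, DEGs jmj13-m4 31, DEGs sbp20-m3 656, DEGs wrky8-m1 528, DEGs wrky8-m2 593, DEGs wrky87-m1 1488 and DEGs wrky87-m2 1473; DEGs shared by the 2 alleles of BAF60.21 16, DEGs shared by the 2 alleles of BZIP76 245, DEGs shared by the 2 alleles of E2F19 383, DEGs shared by the 2 alleles of HSF29 665, DEGs shared by the 2 alleles of HSF6 436, DEGs shared by the 2 alleles of MYB40 4, DEGs shared by the 2 alleles of SBP20 214, DEGs shared by the 2 alleles of WRKY8 152 and DEGs shared by the 2 alleles of WRKY87 693.

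With no fold change minimum, which lets smaller changes through, the values were: DEGs bzip76-m2 1265, DEGs bzip76-m3 1007, DEGs c3h42-m1 1305, DEGs e2f13-m1 720, DEGs e2f19-m1 849, DEGs e2f19-m2 962, DEGs gras52-m1 2033, DEGs gras75-m1 2105, DEGs hsf13-m1 2030, DEGs hsf18-m1 1913, DEGs hsf20-m1 2667, DEGs hsf24-m3 5529, DEGs hsf24-m4 2625, DEGs hsf29-m1 1212, DEGs hsf29-m2 2721, DEGs hsf6-m1 1569, DEGs hsf6-m2 1376, DEGs jmj13-m4 11, DEGs myb40-m1 63, DEGs myb40-m2 82, DEGs mybr21-m1 3940, DEGs mybr32-m1 2950, DEGs sbp20-m2 2819, DEGs sbp20-m3 1140, DEGs wrky2-m2 302, DEGs wrky8-m1 733, DEGs wrky8-m2 1183, DEGs wrky82-m1 4460, DEGs wrky87-m1 1823 and DEGs wrky87-m2 2021; alleles with the TF gene down-regulated 13.

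With DESeq2, the values were: DEGs baf60.21-m2 131, DEGs jmj13-m4 33 and DEGs myb40-m2 86; DEGs shared by the 2 alleles of BAF60.21 1 and DEGs shared by the 2 alleles of MYB40 6; Y1H targets up-regulated 7, A1 in myb40-m1 (log2 fold change) 2.76 and genes DE in most alleles of tassel stem 179.

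With each allele and W22 only in the fit, the values were: DEGs baf60.21-m2 2, DEGs c3h42-m1 153 and DEGs jmj13-m4 3; DEGs shared by the 2 alleles of BAF60.21 1; Y1H targets down-regulated 5, Y1H targets up-regulated 0, A1 in myb40-m1 (log2 fold change) 2.77 and genes DE in most alleles of tassel stem 43.

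With no low-count filter, the values were: Y1H targets down-regulated 5 and A1 in myb40-m1 (log2 fold change) 2.77.

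With split W22, which leaves 2 W22 replicates per allele, the values were: DEGs shared by the 2 alleles of HSF6 51, DEGs shared by the 2 alleles of SBP20 19 and DEGs shared by the 2 alleles of WRKY87 75.

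With DESeq2 and the authors' marks, a setting chosen after seeing the data, the values were: DEGs baf60.21-m2 1.5e+02 and DEGs jmj13-m4 55; DEGs shared by the 2 alleles of BAF60.21 13, DEGs shared by the 2 alleles of BZIP76 173, DEGs shared by the 2 alleles of E2F19 301, DEGs shared by the 2 alleles of HSF29 253, DEGs shared by the 2 alleles of MYB40 4 and DEGs shared by the 2 alleles of WRKY8 90; Y1H targets up-regulated 7.

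With edgeR and the authors' marks, chosen after seeing the data as well, the values were: DEGs jmj13-m4 22; DEGs shared by the 2 alleles of BAF60.21 6, DEGs shared by the 2 alleles of BZIP76 158 and DEGs shared by the 2 alleles of E2F19 292.

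The replicate numbers do not pair the libraries in general: of 95 mutant libraries 19 correlated best with the W22 library of their own number, and in 1 of 32 alleles, *c3h42-m1*, every correlation with the own number was above 0.1 (0.38 to 0.64, each the best). With the replicate block, the values that moved were: DEGs baf60.21-m2 39 and DEGs e2f13-m1 191; Y1H targets up-regulated 1, THO complex genes down-regulated in wrky87-m2 1 and THO complex genes down-regulated in wrky82-m1 2. The *BZIP76* transcript in *bzip76-m3* crossed the fold minimum as well (log2 fold change -0.96 to -1.05, down-regulated). The cause was not tested.

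Leaving out each mutant or W22 replicate in turn, which leaves fewer samples, the lowest and highest values were: DEGs baf60.21-m1 219 to 422, DEGs baf60.21-m2 3 to 20, DEGs c3h42-m1 186 to 1047, DEGs e2f13-m1 155 to 564, DEGs hsf6-m2 464 to 967, DEGs jmj13-m4 4 to 22, DEGs myb40-m2 32 to 68, DEGs sbp20-m3 163 to 543, DEGs wrky8-m2 272 to 668 and DEGs wrky87-m2 587 to 1213; DEGs shared by the 2 alleles of *BZIP76* 31 to 64, *HSF24* 309 to 584, *HSF29* 96 to 235, *MYB40* 1 to 5, *SBP20* 18 to 76 and *WRKY8* 39 to 97; Y1H targets down-regulated 3 to 6, Y1H targets up-regulated 0 to 4, HCT11 in e2f19-m2 -1.14 to -0.78, Bz1 in hsf24-m4 -1.13 to -0.99, A1 in myb40-m1 2.51 to 3.01, MCM complex genes down-regulated in wrky87-m1 1 to 3, MCM complex genes down-regulated in wrky87-m2 1 to 3, MCM complex genes down-regulated in wrky82-m1 3 to 6, THO complex genes down-regulated in wrky87-m1 1 to 3, THO complex genes down-regulated in wrky87-m2 1 to 3, THO complex genes down-regulated in wrky82-m1 2 to 4, UDP-glycosyltransferase genes down-regulated in e2f19-m2 5 to 10, genes DE in most alleles of tassel stem 57 to 113 and genes DE in most alleles of seedling leaf 227 to 376. Without mutant replicate 1 or 2 *gras52-m1* has 1 library, which is assumed to vary like the other groups. Among the TF genes in their own mutants, *HSF6* in *hsf6-m1* and *HSF24* in *hsf24-m4* lost their call in 2 of these settings each, while *BZIP76* in *bzip76-m3* gained one in 2 (-1.35 without mutant replicate 2 and -1.05 without W22 replicate 4) and *HSF13* in *hsf13-m1* in 3 (-1.0 without mutant replicate 1, -1.03 without mutant replicate 3 or W22 replicate 2). *HSF6* did not reach the expression minimum without mutant replicate 1 and was not tested there. Other single genes are not listed.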

Differences from the paper's values

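The paper calls DEGs with DESeq2 at the same FDR and fold change limits, while the values here come from edgeR. A pair of values is listed where one is more than 1.5 times the other, with the settings set before the data were examined that bring the value within that range of the paper's. All other such settings leave it outside.

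DEGs shared by both alleles, down-regulated: *BAF60.21* 0 here against the paper's 14, *SBP20* 18 here against the paper's 45 and *WRKY87* 110 here against the paper's 201 (within under no such setting); *BZIP76* 35 here against the paper's 177 and *E2F19* 164 here against the paper's 316 (within under no removal of shared DEGs, removal pooled over tissues); *HSF29* 124 here against the paper's 229 (within under allele and W22 only, without mutant replicate 1); *HSF6* 48 here against the paper's 85 (within under without mutant replicate 3); *MYB40* 0 here against the paper's 6 (within under no removal of shared DEGs); *WRKY8* 27 here against the paper's 61 (within under removal pooled over tissues, without mutant replicate 2).

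DEGs shared by both alleles, up-regulated: *BAF60.21* 0 here against the paper's 10 (within under removal pooled over tissues); *E2F19* 3 here against the paper's 6 (within under allele and W22 only, no low-count filter, without W22 replicate 1, without W22 replicate 3, without mutant replicate 2); *HSF29* 39 here against the paper's 23 (within under split W22, without W22 replicate 2, without W22 replicate 3, without mutant replicate 3); *HSF6* 61 here against the paper's 34 (within under split W22, without W22 replicate 2); *MYB40* 2 here against the paper's 16 (within under no removal of shared DEGs); *WRKY87* 61 here against the paper's 40 (within under RLE size factors, filterByExpr, replicate block, without W22 replicate 2, without W22 replicate 4, without mutant replicate 1).

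DEGs, down-regulated: *baf60.21-m1* 234 here against the paper's 451 and *wrky2-m2* 81 here against the paper's 1.4e+02 (within under DESeq2, all W22 gene models, no fold change minimum, no removal of shared DEGs); *baf60.21-m2* 5 here against the paper's 35 and *jmj13-m4* 5 here against the paper's 77 (within under no such setting); *bzip76-m2* 218 here against the paper's 409 (within under no removal of shared DEGs, removal pooled over tissues); *bzip76-m3* 226 here against the paper's 403 (within under no fold change minimum, no removal of shared DEGs, removal pooled over tissues, without mutant replicate 1); *c3h42-m1* 243 here against the paper's 455 (within under DESeq2, no fold change minimum, no removal of shared DEGs, without W22 replicate 3, without mutant replicate 1); *e2f13-m1* 192 here against the paper's 303 (within under DESeq2, all W22 gene models, filterByExpr, no fold change minimum, no low-count filter, no removal of shared DEGs, removal pooled over tissues, without W22 replicate 1, without W22 replicate 2); *e2f19-m1* 318 here against the paper's 497 (within under all W22 gene models, allele and W22 only, no fold change minimum, no low-count filter, no removal of shared DEGs, removal pooled over tissues); *e2f19-m2* 311 here against the paper's 499 (within under all W22 gene models, no fold change minimum, no low-count filter, no removal of shared DEGs, removal pooled over tissues); *myb40-m1* 19 here against the paper's 49 (within under no fold change minimum, no removal of shared DEGs); *myb40-m2* 24 here against the paper's 52 (within under DESeq2, all W22 gene models, no fold change minimum, no removal of shared DEGs, without mutant replicate 3); *mybr32-m1* 259 here against the paper's 399 (within under DESeq2, RLE size factors, all W22 gene models, filterByExpr, no low-count filter, no removal of shared DEGs, removal pooled over tissues, without W22 replicate 1, without W22 replicate 2, without mutant replicate 1).

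DEGs, up-regulated: *baf60.21-m2* 14 here against the paper's 138 (within under DESeq2); *c3h42-m1* 531 here against the paper's 808 (within under DESeq2, all W22 gene models, filterByExpr, no fold change minimum, no removal of shared DEGs, removal pooled over tissues, without W22 replicate 3, without mutant replicate 1); *e2f13-m1* 108 here against the paper's 202 (within under DESeq2, all W22 gene models, no fold change minimum, no removal of shared DEGs, without W22 replicate 1); *jmj13-m4* 2 here against the paper's 31 (within under no removal of shared DEGs, removal pooled over tissues); *myb40-m1* 18 here against the paper's 57 (within under no removal of shared DEGs); *myb40-m2* 27 here against the paper's 56 (within under DESeq2, no fold change minimum, no removal of shared DEGs); *wrky2-m2* 80 here against the paper's 1.4e+02 (within under all W22 gene models, no fold change minimum, no removal of shared DEGs, removal pooled over tissues).

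Y1H targets up-regulated: all alleles 3 here against the paper's 7 (within under DESeq2).

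With the setting "DESeq2, authors' marks", chosen after seeing the values, the differing values that came within 1.5 times of the paper's were 7 of 9 for DEGs shared by both alleles, down-regulated, 4 of 6 for DEGs shared by both alleles, up-regulated, 11 of 13 for DEGs, down-regulated, 2 of 7 for DEGs, up-regulated and 1 of 1 for Y1H targets up-regulated, and of 1664 gene IDs held from the paper's DEG lists it dropped 234, as well as *Bz1* in both *HSF24* alleles and *A1* in *myb40-m1*.

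With the setting "edgeR, authors' marks", chosen after seeing the values, the differing values that came within 1.5 times of the paper's were 7 of 9 for DEGs shared by both alleles, down-regulated, 4 of 6 for DEGs shared by both alleles, up-regulated, 5 of 13 for DEGs, down-regulated, 0 of 7 for DEGs, up-regulated and 0 of 1 for Y1H targets up-regulated, and of 1664 gene IDs held from the paper's DEG lists it dropped 392, as well as *Bz1* in both *HSF24* alleles and *A1* in *myb40-m1*.

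The main setting dropped 533 of these 1664 IDs and DESeq2 alone 422. The lists are held in part, so the tally, added after seeing the values, covers the IDs held.

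Statements that differ are as follows. The paper calls *A1* up-regulated in *myb40-m1*, while here its log2 fold change of 2.77 had an FDR of 0.052 by edgeR's quasi-likelihood test and was called with DESeq2, with no low-count filter, with the allele and W22 only and without mutant replicate 3. The paper finds overlap for every TF with 2 alleles in both directions. Here, after the removal of shared DEGs used here, the hypergeometric test was read at the paper's unadjusted p under 0.05. The overlap was significant for 8 of 10 TFs in down-regulated and 9 of 10 in up-regulated DEGs. *BAF60.21* was without it in both directions and *MYB40* in down-regulated DEGs. With adjustment over the 20 tests, *BZIP76* in up-regulated DEGs fell out as well (p 0.044, adjusted 0.051). The paper counts *Bz1* and *A1* among its Y1H calls, while both belong to the shared DEGs removed here.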

Other observations

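Tests of the 3 patterns in this part were chosen after seeing the results, and the splits of libraries were set before. The gene lists hold genes that the study called DE. In seedling leaf, 4 of the 19 phosphate starvation genes, listed from *bzip76-m3*, were down-regulated in *hsf13-m1* by edgeR's quasi-likelihood test. In imbibed embryo, terpene synthase genes were down-regulated in 15 of 16 alleles (22 calls among 3 genes), and O-methyltransferase genes were up-regulated in 11 (19 calls among 6 genes).

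Over the 16 embryo alleles, the mean log2 summed CPM of MCM complex and of response-to-heat genes went opposite ways (r -0.65, permutation p 0.0061, rank correlation -0.82, permutation p 0.00016, and r -0.82 without *hsf6-m2* and *mybr21-m1*). Choosing lists by calls in some of these alleles can by itself set the sums against each other. Alleles of a TF also count separately, so these p-values are not independent evidence of a link. W22 had a lower median total (17.5 M) than 13 of the alleles. Library size as the cause would leave mutant libraries of the same depth as W22 alike. Of 18 such libraries of 10 alleles (14.9 to 19.7 M), 17 had an MCM sum below and all 18 a response-to-heat sum above every W22 library. But the lists hold genes that the study called DE in embryo alleles such as *gras75-m1* and *hsf18-m1* against these W22 libraries. The tally was thus set in part by their choice and does not decide on library size. A difference of the W22 libraries alone would leave the mutants alike, while the 16 mutant groups differed in summed MCM level (permutation p 1.0e-05, the smallest possible). This argues against it as the cause of the spread among mutants. The test leaves W22 out, so whether the lower MCM level common to the 16 alleles comes from the W22 libraries stays open. A genetic difference between the W22 *r-g* control and the UniformMu lines, which all 16 alleles could share, was not tested and stays open too. An effect of the mutated TF would bring alleles of a TF together, but a share of 0.47 of 945 pairings of the alleles lay as close in median MCM log2 fold change, which leaves it open.

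In tassel stem, W22 replicate 3 had pollen tube and pectinesterase sums of 221 and 164 CPM, against 84.9 to 116 and 3.9 to 16.3 CPM in the other tassel stem libraries. Of 433 genes with at least 50 CPM in W22 tassel and under 1 CPM in the other tassel stem libraries, 74.1% were highest in this library (1.21% to 9.41% when each other library was taken in its place), which RNA from tassel florets would give. But 47 of them had no read in it, and the most abundant, Zm00004b001847 (11100 CPM in W22 tassel), had 0.112 CPM, which RNA of the whole floret would not give. The libraries of these tissues differ in read length and layout as well, so floret RNA is left open. The summed CPM of the 433 was 0.75% of that in W22 tassel, against 0.021% to 0.077% in the other libraries, far too little for a tassel library with a wrong tissue label. Without it, *c3h42-m1* had 1047 DEGs in place of 774.

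In 19 of 32 alleles the DEGs lay together in a stretch of 201 genes along the gene model numbers. The densest stretch held 53 in *hsf6-m1*, 47 in *bzip76-m2* and 15 in *myb40-m1*. In 1000 random orders the densest stretch held at most 23, 17 and 6, and an average stretch would hold 7.39, 4.95 and 0.401. DEG pairs 20 to 50 genes apart were 1.19 times the random number over the 19 alleles together, which alleles with many DEGs weigh most, and above 1.5 times in 9 alleles (1.54 in *hsf6-m1*, 2.49 in *bzip76-m2* and 19.7 in *myb40-m1*). In 15 alleles, these 3 among them, the stretch held more DEGs than each of 1000 orders in which blocks of 20 neighbouring genes were shuffled whole, which argues against copies or co-regulated neighbours within 20 genes as the whole cause there. In the other 4 they stay open. The segment around the *Mu* insertion was argued against, as 0 of these alleles had the TF gene in the stretch. Segments of the genome that differ from the W22 reference would lose mapped reads there, and down-regulated DEGs were 61.5% inside against 53.2% outside over all 19, but their share was larger inside in 13 alleles and not in 6, among them *hsf24-m3* and *e2f19-m1* (sign test p 0.17). The stretches of 13 alleles overlapped that of another allele (median 6 and at most 15 in random placement). They include *sbp20-m2* with *wrky2-m2* and *hsf24-m4* with *baf60.21-m1*, pairs of different TFs and tissues. The 13 lies above the random median but within the random range, and the sign test does not decide, which leaves such segments open. The paper notes that UniformMu lines carry introgressed loci for anthocyanin expression.

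All splits of the libraries of an allele and W22 into groups of the same sizes were compared with the real one by DEGs before removal. With 35 splits, the real one was the largest for 24 of 25 alleles (value 1, real counts 131 to 3803), with a highest other count of 90 against 436 for *wrky2-m2*. For *myb40-m1* the value was 2, as another split gave 413 DEGs against 143, so structure among these libraries was larger than the difference from W22. With 10 splits, for 6 alleles in tassel and tassel stem, the splits are too few for a share under 0.05, with real counts of 19 to 2805 and a highest other count of 2. *gras52-m1*, with 2 libraries, was not tested.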
